# HAO1-mediated oxalate metabolism promotes lung pre-metastatic niche formation by inducing neutrophil extracellular traps

**DOI:** 10.1038/s41388-022-02248-3

**Published:** 2022-06-23

**Authors:** Zhicheng Zeng, Shaowan Xu, Feifei Wang, Xin Peng, Wanning Zhang, Yizhi Zhan, Yanqing Ding, Ziguang Liu, Li Liang

**Keywords:** Cancer microenvironment, Metastasis

## Abstract

Metabolic reprogramming has been shown to be involved in cancer-induced pre-metastatic niche (PMN) formation, but the underlying mechanisms have been insufficiently explored. Here, we showed that hydroxyacid oxidase 1 (HAO1), a rate-limiting enzyme of oxalate synthesis, was upregulated in the alveolar epithelial cells of mice bearing metastatic breast cancer cells at the pre-metastatic stage, leading to oxalate accumulation in lung tissue. Lung oxalate accumulation induced neutrophil extracellular trap (NET) formation by activating NADPH oxidase, which facilitated the formation of pre-metastatic niche. In addition, lung oxalate accumulation promoted the proliferation of metastatic cancer cells by activating the MAPK signaling pathway. Pharmacologic inhibition of HAO1 could effectively suppress the lung oxalate accumulation induced by primary cancer, consequently dampening lung metastasis of breast cancer. Breast cancer cells induced HAO1 expression and oxalate accumulation in alveolar epithelial cells by activating TLR3-IRF3 signaling. Collectively, these findings underscore the role of HAO1-mediated oxalate metabolism in cancer-induced lung PMN formation and metastasis. HAO1 could be an appealing therapeutic target for preventing lung metastasis of cancer.

## Introduction

Alteration of microenvironmental signals occurring before the arrival of disseminating cancer cells contributes to distant metastasis of cancer, which is termed the PMN. Metabolic reprogramming is an important characteristic of the PMN that empowers the niche to favor cancer cell colonization and promote metastasis [1]. Primary tumors may modify the metabolic reprogramming of non-tumor cells within the PMN. For example, breast cancer secreted miR-122 reprograms glucose metabolism in the PMN to promote metastasis [2]. However, little is known about how metabolic reprogramming modulates PMN formation.

Oxalate is an inert metabolic end product that is synthesized by a variety of cells, such as liver cells, epithelial cells and apocrine cells [3]. Oxalate accumulation leads to ROS-induced oxidative stress and tissue injury by activating nicotinamide adenine dinucleotide phosphate (NADPH) oxidase [4, 5]. In addition, a previous study has suggested that oxalate promotes the proliferation of breast cancer [6]. HAO1 is a rate-limiting enzyme of oxalate synthesis that catalyzes the oxidation of glycolate to glyoxylate and glyoxylate to oxalate [7, 8]. Pharmacologic inhibition or knockdown of HAO1 is an efficient approach to reduce oxalate production [9–12]. However, the functional role of HAO1-mediated oxalate metabolism in cancer development remains unclear.

Neutrophil extracellular traps (NETs), scaffolds of decondensed chromatin coated with cytotoxic enzymes and proteases, are produced in neutrophils and can be released into the extracellular matrix to trap microorganisms [13]. Pathogen-induced NET formation is primed by activation of the NADPH oxidase enzyme complex [13]. Interestingly, a growing body of evidence suggests that tumor cells are able to stimulate NET formation in the absence of infection, which contributes to cancer development and metastasis [14]. Primary tumors induce NET formation at foreign sites before metastasis, leading to PMN formation [15]. In addition, NETs can trap disseminating tumor cells, which contributes to early adhesion of tumor cells to foreign sites [16]. NETs shield tumor cells against cytotoxic T lymphocytes and NK cells, thus hampering tumor clearance [17]. NET-DNA can act as a chemotactic factor to attract cancer cells dispersed from their primary site, which is essential for metastasis formation [18]. These studies highlight the important role of NETs in cancer progression, but the mechanisms through which cancer cells modulate NET formation in the PMN have been insufficiently explored.

TLR3, a toll-like receptor, is located inside the cell in endocytic compartments and the endoplasmic reticulum, and recognizes double-stranded RNA (dsRNA) [19] and exosome transfer RNA [20]. Recent studies have underscored the pivotal role of TLR3 in cancer metastasis. Tumor exosomal RNA contributes to host lung epithelial cell TLR3 activation, which is predominantly expressed by alveolar epithelial cells in pre-metastatic lung, inducing neutrophil recruitment and lung metastatic niche formation [21]. Tumor-derived dsRNA induces endothelial slit2 expression, which promotes the migration of cancer cells toward endothelial cells and drives metastatic progression [22].

In this study, we show that metastatic breast cancer cells induce HAO1 expression in alveolar epithelial cells by activating TLR3-IRF3 signaling, rendering an over-production of oxalate. Oxalate accumulation in the lung initiates PMN formation by inducing NETs. In addition, oxalate promotes the proliferation of metastatic cancer cells by activating MAPK signaling. Most importantly, pharmacologic inhibition or knockdown of HAO1 alleviates the pro-metastatic effect of oxalate accumulation.

## Results

### HAO1 is upregulated in alveolar epithelial cells within the lung PMN

To gain insight into metabolic changes induced by primary cancers in the pre-metastatic lung, we analyzed public gene expression profiles of lungs from mice without any tumors and mice bearing low-metastatic (67NR) or high-metastatic (4T1) breast cancer cells in the pre-metastatic phase (GSE62817) [23]. Among the differentially expressed genes, four metabolic-associated genes (HAO1, MGAM, BCHE, and TYMS) were selected for further study (Supplementary Fig. 1A).

We performed orthotropic metastasis assay by implanting of several breast cancer cell lines with varied lung metastasis capacities into mice fat pads, including the murine cell lines 67NR (low metastatic potential), 4T1 (high metastatic potential) and human cell lines MCF7 (estrogen receptor+ cells, low metastatic potential), MDA-MB-231 (triple-negative cells, high metastatic potential). Then we monitored lung metastases by applying in vivo bioluminescence imaging, Western blot and immunohistochemistry. The results showed that mice implanted with 4T1 and MDA-MB-231 cells developed lung metastasis after 5 and 7 weeks, respectively (Fig. 1A, B, Supplementary Fig. 1A–D). Thus, we detected the four candidate genes in lung PMNs in the second week after orthotopic implantation of low-metastatic breast cancer cell lines (67NR and MCF7) and high-metastatic cell lines (4T1 and MDA-MB-231). QPCR analyses showed that HAO1 was the most significantly upregulated gene in lung PMN (Fig. 1C, D). Western blot analysis confirmed that HAO1 gradually increased from the first week to the fifth week in mice bearing 4T1 cells (Fig. 1E). Interestingly, we found that orthotopic implantation of metastatic breast cancer cell lines upregulated HAO1 expression only in lung PMNs, but not in brain, bone or liver PMNs (Supplementary Fig. 1E). We then explored whether primary colorectal cancer (CRC) and hepatocellular carcinoma (HCC) could regulate HAO1 expression in the lung PMN. Orthotopic implantation of the CRC cell line CMT93 and HCC cell line HCCLM3 led to the development of lung metastases 6 and 4 weeks later, respectively (Supplementary Fig. 1F, G). Markedly elevated HAO1 expression was observed in the lung PMN at the second week after orthotopic implantation of CMT93 and HCCLM3 cells (Supplementary Fig. 1H, I). Subsequently, we performed fluorescence-activated cell sorting (FACS) to isolate alveolar epithelial cells, B cells, endothelial cells, macrophages, fibroblasts, neutrophils, NK cells and T cells from lungs of normal mice and 4T1-bearing mice. Then we examined the expression of HAO1 in isolated cells by qPCR. The result showed that HAO1 was dramatically upregulated in alveolar epithelial cells from mice inoculated with 4T1 cells compared to that from normal mice (Fig. 1F). Immunofluorescence analysis in lungs from 4T1-bearing mice further corroborated the colocalization of HAO1 and SP-C, a specific marker of alveolar epithelial cells (Fig. 1G). Moreover, we observed a higher expression of HAO1 in alveolar epithelial cells in lung tissue sections from 4T1-bearing mice showed compared with those in mice without tumor (Fig. 1G). We then cocultured alveolar epithelial cells with breast cancer cells in vitro (Supplementary Fig. 1J). Strikingly, alveolar epithelial cells cocultured with metastatic 4T1 and MDA-MB-231cells showed higher expression of HAO1 than the control or those co-cultured with low-metastatic 67NR and MCF7 cells (Fig. 1H, I, Supplementary Fig. 1K, L). These results indicated that HAO1 was upregulated in alveolar epithelial cells at pre-metastatic stage.

**Fig. 1:**
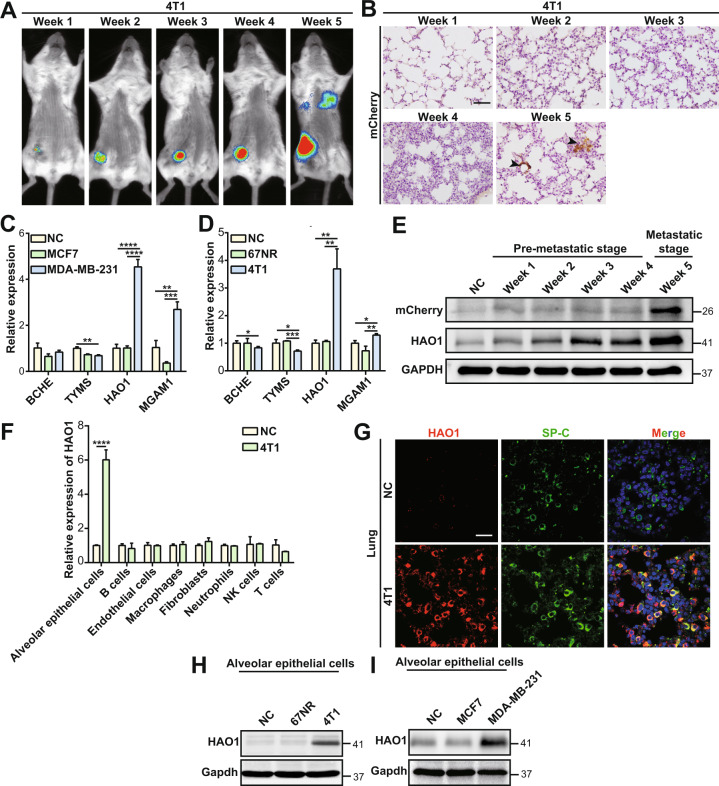
Primary cancer induces pulmonary HAO1 expression. **A** Representative images of bioluminescence imaging of mice bearing luciferase-expressing 4T1 cells for 1–5 weeks. **B** Identification of tumor foci in lungs from mice bearing mCherry-expressing 4T1 cells for 1–5 weeks. The tumor foci were identified by mCherry staining of lung histologic sections. Scale bars, 20 μm. QPCR analysis of HAO1, MGAM, BCHE and TYMS expression in lungs from mice without tumor (blank) and mice bearing MCF7, MDA-MB-231 (**C**), 67NR, 4T1 cells (**D**) for 2 weeks. Means ± s.e.m are provided (*n* = 3). **E** Western blot analysis of mCherry and HAO1 expression in lungs from mice without tumor and mice bearing mCherry-expressing 4T1 cells for 1–5 weeks. **F** QPCR analysis of HAO1 expression in alveolar epithelial cells, B cells, endothelial cells, macrophages, fibroblasts, neutrophils, NK cells and T cells of lung isolated from control mice and mice bearing 4T1 cells for 2 weeks. Means ± s.e.m are provided (*n* = 3). **G** Immunofluorescence staining of HAO1 (red) and SP-C (green) in lungs from naive mice and mice bearing 4T1 cells for 2 weeks. Scale bars, 20 μm. Western blot analysis of HAO1 expression in alveolar epithelial cells cocultured with 67NR, 4T1 (**H**), MCF7 and MDA-MB-231 cells (**I**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 according to the two-tailed Student’s *t* test.

### Pharmacologic inhibition or knockdown of HAO1 dampens lung PMN formation and metastasis

To evaluate the role of HAO1 in the formation of lung PMNs and lung metastasis, an AAV6 vector was applied to deliver Hao1 sgRNA to the lungs of the mice before inoculation of 4T1 cells into fat pad. A significant reduction of HAO1 in lung tissue was observed in AAV6-Hao1 sgRNA-infected mice at pre-metastatic stage (Supplementary Fig. 2A, B). The numbers of lung metastases were then detected 40 days after inoculation of 4T1 cells. The result showed that fewer pulmonary metastatic foci were detected in AAV6-Hao1 sgRNA-infected mice (Fig. 2A). 4-carboxy-5-[(4-chlorophenyl)-sulfanyl]-1,2,3-thiadiazole (CCPST) is a specific inhibitor of HAO1 and has been used for substrate reduction therapy in a mouse model of primary hyperoxaluria Type 1 [10]. We thus applied CCPST to block the function of HAO1 in tumor-bearing mice. CCPST was intraperitoneally injected into mice once a day after inoculation of 4T1 cells into the fat pad. Markedly reduction in lung metastases was observed in mice treated with CCPST (Fig. 2B). However, there was no difference in primary tumor growth between the CCPST and control groups (Supplementary Fig. 2C). To further determine whether CCPST hampers cancer-induced PMN formation in the lung, mCherry-expressing 4T1 cells were injected into the tail vein of mice 2 weeks after the inoculation of unlabeled 4T1 cells into the fat pad and once daily administration of CCPST. The results showed that administration of CCPST resulted in a dramatic reduction of mCherry-expressing lung metastatic colonization (Fig. 2C). In addition, we assessed the effect of CCPST on lung metastasis of CRC and HCC, and the results showed that CCPST treatment also attenuated lung metastasis in mice orthotopically implanted with CMT93 and HCCLM3 cells (Supplementary Fig. 2D, E). Collectively, these results illustrated that blockade of HAO1 prevented lung PMN formation and metastasis.

**Fig. 2:**
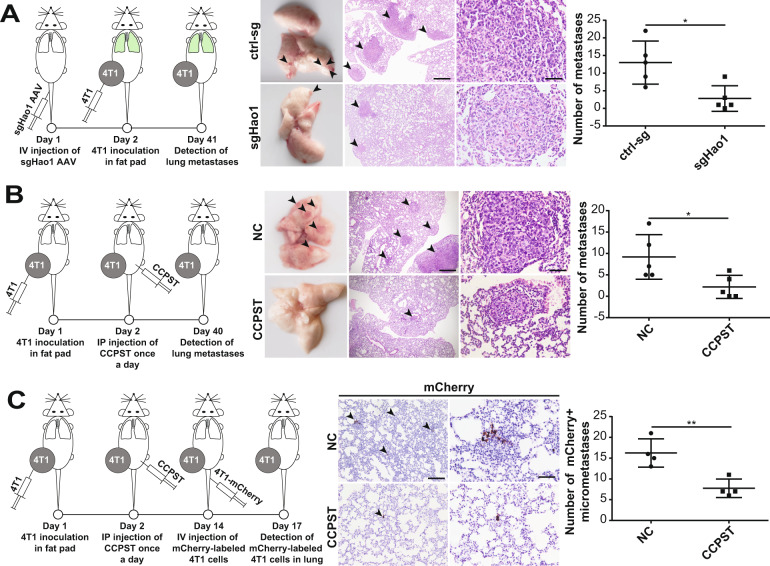
HAO1 induces lung PMN formation. **A** Effect of AAV6-Hao1 sgRNA treatment on lung metastasis in mice bearing 4T1 cells. Means ± s.e.m are provided (*n* = 5). The scale bar in the middle panels represents 200 µm. The scale bar in right panels represents 20 µm. **B** Effect of CCPST treatment on lung metastasis in mice bearing 4T1. Means ± s.e.m are provided (*n* = 5). The scale bar in the middle panels represents 200 µm. Scale bar in the right panels represents 20 µm. **C** MCherry-labeled 4T1 cells were injected into tail vein of mice 2 weeks after inoculation of unlabeled 4T1 cells into fat pad and once daily administration of CCPST. Quantitation of the number of tumor foci identified by mCherry staining of lung histologic sections. Mean ± s.e.m are provided (*n* = 4). The scale bar in the left panels represents 200 µm. The scale bar in the right panels represents 20 µm. *P < 0.05, **P < 0.01 according to two-tailed Student’s *t* test.

### HAO1 promotes oxalate production in the lung PMN

HAO1 is a rate-limiting enzyme of oxalate synthesis. Thus we asked whether primary cancer could regulate oxalate production in the lung PMN. Two weeks after orthotopic implantation of breast cancer cells in fat pads, we detected the oxalate concentration in the lungs. The results showed that mice implanted with 4T1 and MDA-MB-231 cells generated higher pulmonary oxalate concentration than those without tumor and those bearing MCF7 and 67NR cells (Fig. 3A, B). In vitro, increased production of oxalate was observed in alveolar epithelial cells cocultured with 4T1 and MDA-MB-231 cells. To confirm that oxalate accumulation induced by primary cancer was HAO1 dependent, we performed a once daily injection of CCPST after orthotopic implantation of 4T1 cells in the fat pad, or injection of sgHao1 AAV via the tail vein the day before orthotopic implantation of 4T1 cells in the fat pad, and then detected the pulmonary oxalate concentration after two weeks. The results showed that both CCPST and HAO1 knockdown suppressed oxalate production in lung PMN induced by primary cancer (Fig. 3D, E).

**Fig. 3:**
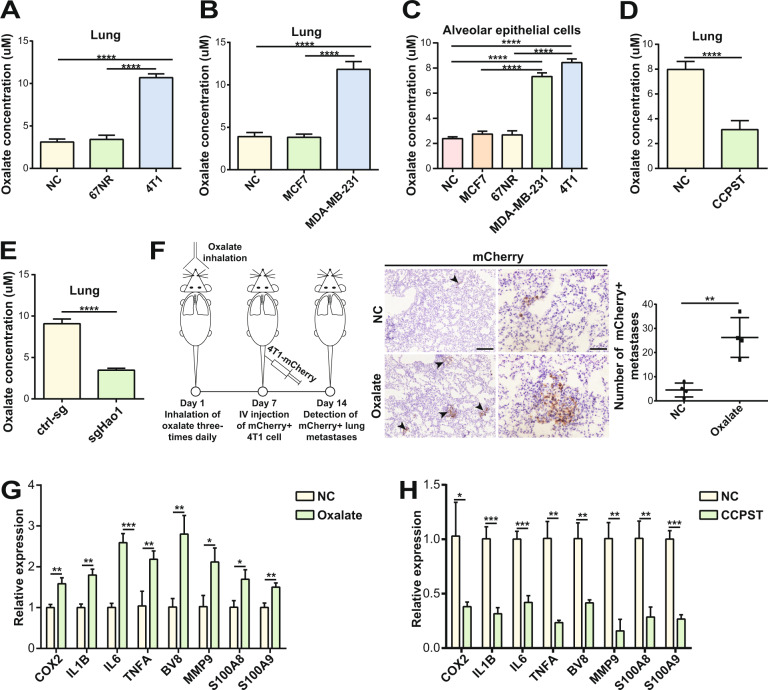
HAO1 promotes oxalate production in the lung PMN. Detection of oxalate concentration in lungs from mice without tumor (NC) and mice bearing 67NR, 4T1 (**A**), MCF7 and MDA-MB-231 cells (**B**) for 2 weeks. Means ± s.e.m are provided (*n* = 3). **C** Detection of the oxalate concentration in alveolar epithelial cells cocultured with 67NR, 4T1, MCF7 and MDA-MB-231 cells. Means ± s.e.m are provided (*n* = 3). **D** Effect of CCPST treatment on pulmonary oxalate production in mice bearing 4T1 cells. Mean ± s.e.m are provided (*n* = 4). **E** Effect of AAV6-Hao1 sgRNA treatment on pulmonary oxalate production in mice bearing 4T1 cells. Means ± s.e.m are provided (*n* = 3). **F** MCherry-labeled 4T1 cells were injected into the tail vein of mice that had inhaled oxalate. The number of tumor foci was determined by mCherry staining of lung tissue sections. Means ± s.e.m are provided (*n* = 4). Scale bar in left panels represents 200 µm. The scale bar in right panels represents 20 µm. **G** QPCR analysis of COX2, IL1B, IL6, TNFA, BV8, MMP9, S100A8 and S100A9 expression in lungs from control mice and mice receiving oxalate inhalation three-times daily for one week. Means ± s.e.m are provided (*n* = 3). **H** QPCR analysis of COX2, IL1B, IL6, TNFA, BV8, MMP9, S100A8 and S100A9 expression in lungs from 4T1-bearing mice receiving once daily administration of CCPST. Means ± s.e.m are provided (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 according to the two-tailed Student’s *t* test.

To ascertain whether oxalate accumulation in lung tissue affected PMN formation and lung colonization of breast cancer cells in vivo, we performed a three-times daily inhalation of oxalate in mice, which led to an elevated oxalate concentration in mice lungs (Supplementary Fig. 3). One week later, mCherry-labeled 4T1 cells were injected via the tail vein into the mice. The results showed that oxalate accumulation promoted lung metastatic colonization compared with the control (Fig. 3F). Oxalate accumulation is capable of inducing inflammation [24]. Thus, we detected the expression of pro-inflammatory factors COX2, IL1B, IL6 and TNFα, pro-metastatic factors BV8, MMP9, S100A8 and S100A9 [21] in the lung from mice inhaled oxalate. As shown in Fig. 3G, oxalate inhalation resulted in marked upregulation of proinflammatory factors and prometastatic factors in mouse lungs. On the contrary, administration of CCPST led to reduced expression of COX2, IL1B, IL6, TNFα, BV8, MMP9, S100A8 and S100A9 in lung of 4T1-bearing mice (Fig. 3H). The above data suggested that HAO1-induced oxalate accumulation was involved in lung PMN formation.

### HAO1-induced oxalate accumulation elicits the formation of NETs

We next examined the changes in inflammatory cellular composition within lung PMNs induced by oxalate accumulation. We analyzed the number of many kinds of inflammatory cells including macrophages, neutrophils, B lymphocytes and T lymphocytes, in lung tissue from mice that inhaled oxalate. Immunofluorescence analyses confirmed that aerosol inhalation of oxalate in mice led to significant neutrophil recruitment (Fig. 4A, Supplementary Fig. 4A–D). In contrast, CCPST treatment dramatically reduced the number of pulmonary neutrophils in 4T1-bearing mice (Supplementary Fig. 4E). Previous studies have suggested that oxalate induces overproduction of ROS by activating NADPH oxidase [4]. ROS production in neutrophils induced by the activation of the NADPH oxidase is considered an initial step in NET formation [13], which plays an important role in cancer metastasis. Thus, we postulated that NETs might contribute to oxalate-induced PMN formation in the lung. To confirm this hypothesis, neutrophils were isolated from the bone marrow of mice (Supplementary Fig. 4F) and treated with oxalate in vitro. Immunofluorescence staining showed that oxalate treatment led to NET formation (Fig. 4B). Increased ROS production in neutrophils was also observed under the oxalate treatment. However, apocynin, an inhibitor of NADPH oxidase, effectively reduced ROS production in neutrophils stimulated by oxalate (Fig. 4C). We also explored the effect of oxalate accumulation on the formation of NETs in vivo. The results showed that the accumulation of oxalate in lung tissue induced NET formation (Fig. 4D). Conversely, CCPST treatment suppressed pulmonary NET formation in 4T1-bearing mice (Fig. 4E). These results demonstrated that HAO1-induced oxalate accumulation contributes to NET formation in the lung PMN.

**Fig. 4:**
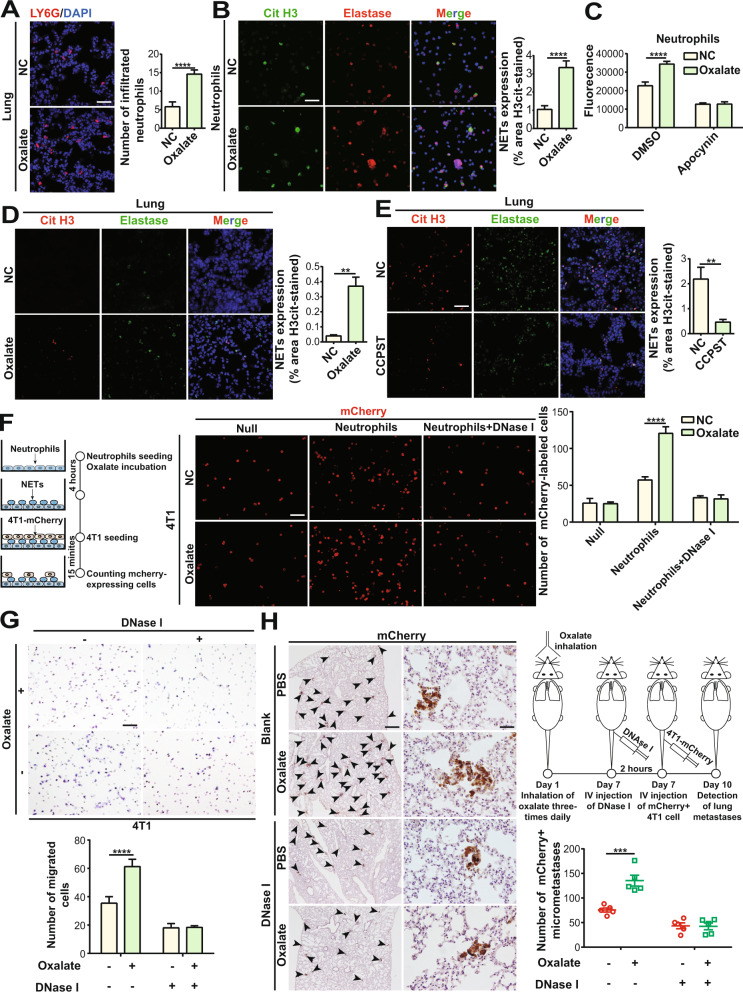
Oxalate accumulation induces NET formation. **A** Images and quantification of neutrophils (labeled by LY6G, red) in the lungs from control mice and mice that received oxalate inhalation three times daily for one week. Scale bars, 20 µm. Means ± s.e.m are provided (*n* = 5). **B** Detection of NETs by immunofluorescence in neutrophils incubated with oxalate. NETs were defined as colocalized elastase (red), citrullinated histone H3 (green), and DNA (blue). Scale bars, 20 µm. Means ± s.e.m are provided (*n* = 5). **C** Detection of ROS production in neutrophils incubated with oxalate. Mean ± s.e.m are provided (*n* = 3). **D** Effect of oxalate inhalation on NET formation in mice lungs. NETs were defined as colocalized citrullinated histone H3 (red), elastase (green), and DNA (blue). Scale bars, 20 µm. Means ± s.e.m are provided (*n* = 5). **E** Effect of CCPST treatment on NET formation in lungs from mice bearing 4T1 cells. Scale bars, 20 µm. Means ± s.e.m are provided (*n* = 5). **F** Effect of PBS, oxalate, PBS + neutrophils, oxalate + neutrophils, PBS + neutrophils + DNase I, oxalate + neutrophils + DNase I treatment on the number of 4T1 cells (labeled by mCherry, red) adhering to the bottom of the wells. Scale bars, 20 µm. Means ± s.e.m are provided (*n* = 5). **G** Images and quantification of 4T1 cells that migrated to NETs derived from neutrophils incubated with oxalate for 4 h. Scale bars, 20 µm. Mean ± s.e.m are provided (*n* = 5). **H** MCherry-labeled 4T1 cells were injected into the tail vein of mice receiving PBS inhalation, oxalate inhalation, PBS inhalation + DNase I injection or oxalate inhalation + DNase I injection. The number of tumor foci was determined by mCherry staining of lung tissue sections. Means ± s.e.m are provided (*n* = 5). The scale bar in left panels represents 200 µm. Scale bar in right panels represents 20 µm. **P < 0.01, ***P < 0.001, ****P < 0.0001 according to the two-tailed Student’s *t* test.

NET-mediated cell trapping facilitates early adhesion of cancer cells to foreign sites [16]. Thus, we examined whether oxalate-induced NET formation could promote the adhesion of cancer cells. The results showed that exposure of neutrophils to oxalate was sufficient to increase adhesion of breast cancer cells in vitro. However, this effect was significantly alleviated by the addition of DNase I to scavenge NETs (Fig. 4F, Supplementary Fig. 5A–C). It has been reported that NET-DNA acts as a chemotactic factor to attract disseminating cancer cells [18]. Our results showed that NETs derived from oxalate-treated neutrophils recruited more 4T1 cells, while digesting NET DNA with DNase I attenuated this effect (Fig. 4G). Subsequently, we investigated the role of NETs in oxalate-induced lung PMN formation. DNase I was injected intravenously into mice that inhaled oxalate to degrade NETs. Two hours later, 4T1 cells were injected into the mice via the tail vein and lung metastases were detected. Obviously, administration of DNase I abolished the pro-metastatic effect of oxalate (Fig. 4H). Taken together, these data demonstrated that HAO1-induced oxalate accumulation led to NET formation in the lung PMN.

### Oxalate accumulation promotes the proliferation of metastatic cancer cells by activating MAPK signaling

A previous study has suggested that oxalate treatment promotes breast cancer growth [6]. We detected the proliferation of 4T1 and MDA-MB-231 cells under treatment with different doses of oxalate in vitro. The results of the colony formation assay showed that oxalate could stimulate the proliferation of breast cancer cells, especially at a concentration of 20 µM (Fig. 5A, B). Metastatic lesions of 4T1 cells were detected in the lungs of mice that inhaled oxalate and showed enhanced proliferation (shown using Ki-67) (Fig. 5C). However, CCPST administration dampened the proliferation of metastatic lesions in the lung of 4T1-bearing mice (Fig. 5D). These results suggested that exposure of breast cancer cells to oxalate promoted cancer outgrowth. 

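4T1 is a mouse mammary carcinoma cell line that metastasizes to the lung. RNA of 4T1 cells kept for 48 h with PBS or with potassium oxalate was sequenced in 2 libraries, 1 per condition. The paper gives the oxalate dose as 20 µM, whereas the sample labels give 20 mM for the treatment and 20 µM in the sample description. Polyadenylated RNA was enriched with oligo(dT), copied with random primers and sequenced on an Illumina instrument. The authors deposited 1 FPKM value (fragments per kilobase of transcript, scaled to the mapped fragments of the library) per gene and library, rounded to 2 decimals, for 21911 genes listed by Ensembl identifier. The aligner, the quantification tool and the genome build are not named in the text of the paper. The FPKM values summed to 567163 in the PBS library and 559026 in the oxalate library, and 13475 and 13050 genes were above 0. In both libraries 7979 genes were listed at 0. Low FPKM values of genes with 1 annotated transcript moved in steps, from which the depth was estimated at about 56800000 reads for PBS and 36400000 for oxalate. A symbol was found for 21848 of the identifiers. The fold change was log2((oxalate + 1)/(PBS + 1)), on the log2(value + pseudocount) scale, which understates the change of low genes. The 10267 genes with a mean FPKM of at least 1 over the 2 libraries were compared. Their median log2 fold change was 0.0031, and 90.1% of them differed by at most 1.2-fold. With 1 library per condition there is no replicate error, so the conditions could not be tested against each other and no difference has a replicate check.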

To reveal the potential mechanisms by which oxalate induced breast cancer cell proliferation, we performed RNA-Seq to screen the differentially expressed genes in 4T1 cells treated with oxalate. 

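Of the genes with a mean FPKM of at least 1, 30 were raised and 37 were lowered at least 2-fold in the oxalate library, together 67 genes or 0.653%. At the 2-fold threshold, the count moved most with the pseudocount and the filter taken together. With a pseudocount of 0.001 and all genes listed, a setting chosen after the values were seen, 798 genes were raised and 1161 were lowered. For the MAPK pathway, a list of 304 ligands, receptors, kinases and transcription factors was written from general knowledge before the data were examined, and 195 of them had a mean FPKM of at least 1. In this list 116 genes were higher and 79 lower with oxalate. The median log2 fold change was 0.027, at percentile 98.4 of 10000 random lists of the same size matched on mean expression, whose medians ran from -0.018 to 0.025 in the central 95%. With random lists matched on GC content and length instead, the same median lay at percentile 92.9. The list median lay at percentile 99.96 at a mean FPKM of at least 5, and at 99.7 with a pseudocount of 0.1 or 0.001. It lay at percentile 98.0 of random lists not matched. Over all 304 genes listed, 141 were higher and 107 lower, and genes without a change held the middle of the list. The median was therefore 0, and its percentile of 50 rests on ties with the random lists. It does not measure whether the shift is lost. With the Reactome gene sets named for MAPK or ERK, 123 genes had a median of 0.0020, at percentile 52.5. Of these genes 52 were in the hand-written list, so the overlap is partial. The sets were picked by name and include Gastrin-CREB signalling via PKC and MAPK and FCERI mediated MAPK activation. A single gene of the hand-written list was raised at least 2-fold and 1 was lowered, against a mean of 0.573 raised genes in the random lists (percentile 72.4).

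**Figure D1:**
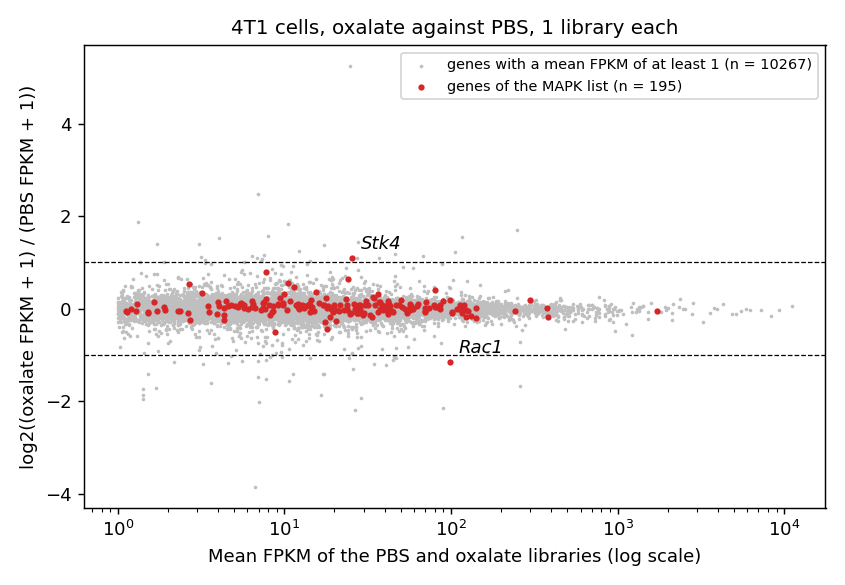
Log2 fold change of oxalate over PBS against the mean FPKM of the 2 libraries (log scale) for 10267 genes (grey) and the 195 genes of the MAPK list among them (red). Dashed lines mark a 2-fold change. Among the red points, Stk4 lies above the upper line and Rac1 below the lower line.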

We identified 959 differentially expressed genes and found that genes upregulated in oxalate-treated 4T1 cells were associated with the MAPK signaling pathway (Fig. 5E). Western blot analysis confirmed that oxalate induced p-p38, p-MEK, p-ERK and c-fos expression in 4T1 cells, suggesting that oxalate activated MAPK signaling pathway (Fig. 5F). We then isolated mCherry-expressing 4T1 cells from the lungs of 4T1-bearing mice treated with CCPST by FACS. The expression of p-p38, p-MEK, p-ERK and c-fos expression in isolated cells were detected by Western blot. The result showed that CCPST administration led to MAPK signaling pathway inactivation in pulmonary metastatic 4T1 cells (Fig. 5G). Next, SB 203580, an inhibitor of p38 MAPK, was applied to inactivate the MAPK signaling pathway in 4T1 cells. The results of the colony formation assay showed that SB 203580 treatment markedly suppressed the pro-proliferative effect of oxalate on 4T1 cells (Fig. 5H). Moreover, Western blot analysis confirmed that SB 203580 treatment abolished oxalate-induced upregulation of p-38, p-MEK, p-ERK and c-fos (Fig. 5I). These results indicated that oxalate accumulation promoted the proliferation of metastatic cancer cells by activating the MAPK signaling pathway.

**Fig. 5:**
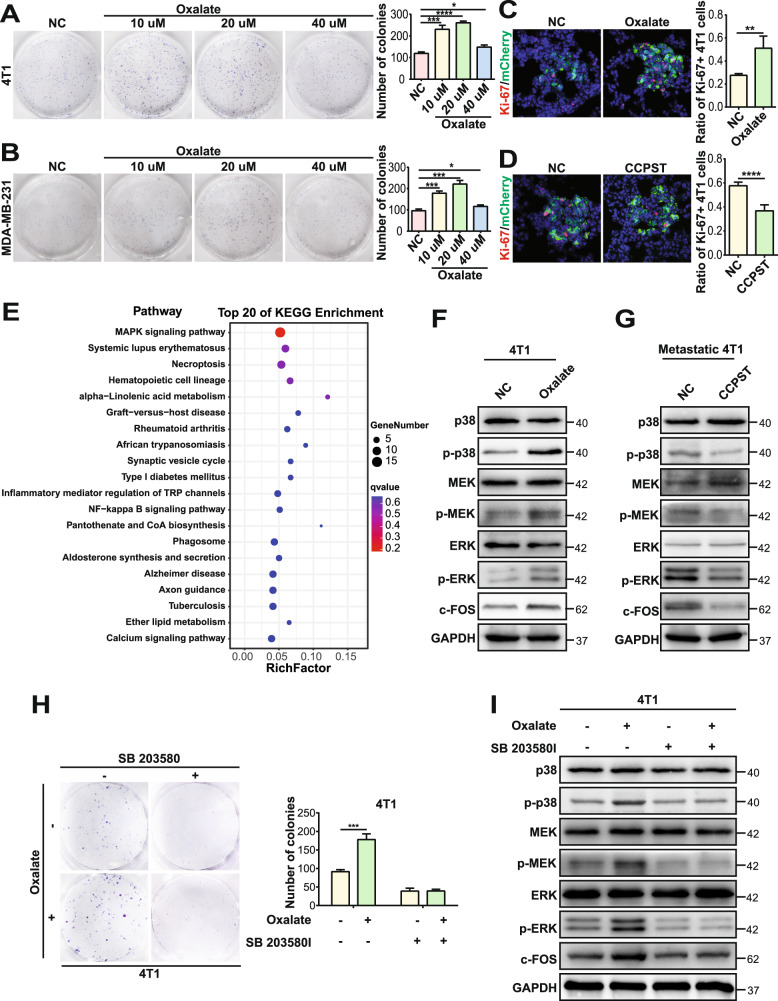
Oxalate accumulation promotes the proliferation of metastatic cancer cells. Effect of oxalate treatment on the proliferation of 4T1 (**A**) and MDA-MB-231 cells (**B**). Means ± s.e.m are provided (*n* = 3). **C** Ratio of Ki-67 + 4T1 cells (red)/total 4T1 cells (labeled by mCherry, green) in lungs from mice inhaled oxalate. Means ± s.e.m are provided (*n* = 5). Scale bar, 20 µm. **D** Ratio of Ki-67 + 4T1 cells (red)/total 4T1 cells (labeled by mCherry, green) in lungs from mice receiving a once daily administration of CCPST. Means ± s.e.m are provided (*n* = 5). Scale bar, 20 µm. **E** KEGG pathway enrichment analysis of differentially expressed genes between 4T1 cells incubated with PBS or oxalate. **F** Effect of oxalate treatment on p38, p-p38, MEK, p-MEK, ERK, p-ERK and c-fos expression in 4T1 cells. **G** Effect of CCPST treatment on p38, p-p38, MEK, p-MEK, ERK, p-ERK and c-fos expression in metastatic 4T1 cells isolated from lungs of tumor-bearing mice. **H** Changes in the growth rate in 4T1 treated with PBS, oxalate, SB 203580 + PBS or SB 203580 + oxalate. Means ± s.e.m are provided (*n* = 3). **I** Changes in p38, p-p38, MEK, p-MEK, ERK, p-ERK and c-fos expression in 4T1 treated with PBS, oxalate, SB 203580 + PBS or SB 203580 + oxalate. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 according to the two-tailed Student’s *t* test.

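The KEGG analysis of Fig. 5E rests on the comparison of the oxalate and PBS libraries, in which the MAPK list held 1 gene on each side of the 2-fold threshold at a pseudocount of 1 and a mean FPKM of at least 1. With a pseudocount of 0.001 and all genes listed, 12 genes of this list were raised and 17 lowered. Coordinates are those of GENCODE M21 on GRCm38. Stk4 (ENSMUSG00000018209, chromosome 2, 164070322 to 164155524) rose from 15.96 FPKM with PBS to 35.04 FPKM with oxalate, a log2 fold change of 1.09. Rac1 (ENSMUSG00000001847, chromosome 5, 143503634 to 143528036) went from 136.17 to 60.69 FPKM, a log2 fold change of -1.15. Both genes have several coding transcripts, 4 for Stk4 and 2 for Rac1. Several mRNAs of kinases probed at the protein level in Fig. 5F changed by less than 1.2-fold. Mapk14, which encodes p38α, was at 39.51 FPKM with PBS and 38.95 with oxalate. Mapk11, Mapk12 and Mapk13, which encode the other p38 kinases, had log2 fold changes of 0.036, -0.027 and -0.044. For Map2k1 and Map2k2, which encode MEK, the log2 fold changes were -0.036 and -0.10. Mapk3 had 92.33 FPKM with PBS and 105.01 with oxalate. Gapdh, which encodes a glycolytic enzyme, had 287.61 and 307.95 FPKM. Among genes with a mean FPKM of at least 5, the 5 largest rises were those of Rnf26, Sox12, Plagl2, Emp1 and Tmem164, and the 5 largest falls those of Gstp2, Gm20431, Tjap1, Mfap3 and Tead1. Gm20431 (44.23 to 8.88 FPKM) overlaps other genes, so its value is uncertain. Gstp2 was at 13.36 FPKM with PBS and listed at 0 with oxalate, and its value is uncertain because it has close paralogs. Tjap1 went from 147.06 to 32.5 FPKM, Mfap3 from 11.93 to 2.2 and Tead1 from 46.09 to 11.28. All of these genes except Gm20431 have several coding transcripts.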

### Primary cancer induces HAO1 expression in alveolar epithelial cells by activating TLR3-IRF3 signaling

Finally, we explored the mechanism by which primary cancer induces HAO1 expression in alveolar epithelial cells. Primary tumors can induce PMN formation at foreign sites by releasing exosomes, which are defined as lipid-bilayer vesicles containing protein, RNA, and DNA [1, 25, 26]. To examine whether exosomes were involved in tumor-induced HAO1 expression, we derived exosomes from 67NR and 4T1 cells for further study (Supplementary Fig. 6A, B). Apparently, exosomes from 4T1 cells, but not those from 67NR, led to increased HAO1 expression in alveolar epithelial cells (Fig. 6A). Moreover, we also observed elevated HAO1 expression in alveolar epithelial cells transfected with RNA isolated from 4T1-derived exosomes (Fig. 6B). A previous study has shown that the TLR3 pathway is one of the most significantly altered pathways in alveolar epithelial cells at pre-metastatic lung. Activation of TLR3 in alveolar epithelial cells is critical for initiating neutrophil recruitment and lung metastatic niche formation by sensing tumor exosomal double-stranded RNA (dsRNA) [21]. We asked whether TLR3 was involved in the regulation of HAO1 expression in alveolar epithelial cells. We treated alveolar epithelial cells with poly (I:C), an agonist of TLR3. Western blot and qPCR analysis showed that the expression of HAO1 in alveolar epithelial cells was significantly increased by poly(I:C) treatment in vitro (Fig. 6C, Supplementary Fig. 6C). Congruently, inhalation of poly(I:C) in mice resulted in a significant upregulation of HAO1 in lung (Fig. 6D, Supplementary Fig. 6D). Moreover, poly(I:C) incubation promoted oxalate production in alveolar epithelial cells, while CCPST treatment reversed this effect (Fig. 6E). Then, we pharmacologically inhibited that function of TLR3 by using CU CPT 4a or knocked out TLR3 by applying CRISPR/Cas9 gene-editing strategy in alveolar epithelial cells (Fig. 6F). The results of Western blot showed that pharmacological inhibition or knock-out of TLR3 abolished 4T1 exosome-induced HAO1 expression and oxalate production in alveolar epithelial cells (Fig. 6G, H).

**Fig. 6:**
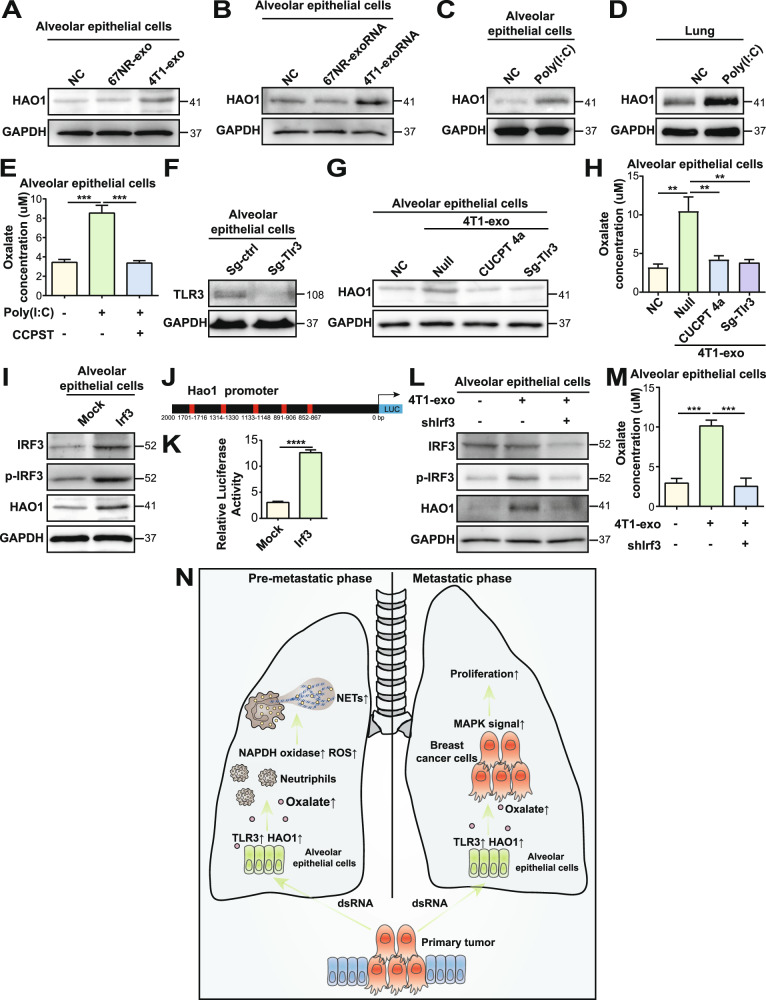
TLR3 signal activation induces HAO1 expression in alveolar epithelial cells. **A** Effect of 67NR and 4T1 exosomes treatment on HAO1 expression in alveolar epithelial cells by Western blot analysis. **B** Effect of transfection of RNA isolated from 67NR and 4T1 exosomes on HAO1 expression in alveolar epithelial cells by Western blot analysis. **C** Effect of poly (I:C) treatment on HAO1 expression in alveolar epithelial cells by Western blot analysis. **D** Effect of poly (I:C) inhalation on HAO1 expression in mice lung by Western blot analysis. **E** Detection of oxalate production in alveolar epithelial cells treated with poly(I:C) or poly(I:C) + CCPST. Means ± s.e.m are provided (*n* = 3). **F** Detection of TLR3 expression in alveolar epithelial cells infected with sg-control or sg-Tlr3 lentivirus. **G** Detection of HAO1 expression in alveolar epithelial cells treated with 4T1 exosomes, 4T1 exosomes + CU CPT 4a or 4T1 exosomes + sg-Tlr3 lentivirus by Western blot analysis. **H** Detection of oxalate production in alveolar epithelial cells treated with 4T1 exosomes, 4T1 exosomes + CU CPT 4a or 4T1 exosomes + sg-Tlr3 lentivirus. **I** Effect of IRF3 over-expression on IRF3, P-IRF3 and HAO1 expression in alveolar epithelial cells by Western blot analysis. **J** Diagram of the HAO1 promoter showing the location of IRF3 binding sites. **K** Luciferase activity of HAO1-promoter construct after transfection of IRF3 plasmid in alveolar epithelial cells. **L** Detection of IRF3, P-IRF3 and HAO1 expression in alveolar epithelial cells treated with 4T1 exosomes or 4T1 exosomes + shIRF3 by Western blot analysis. **M** Detection of oxalate production in alveolar epithelial cells treated with 4T1 exosomes or 4T1 exosomes + shIRF3. Means ± s.e.m are provided (*n* = 3). **N** Schematic diagram of the role of HAO1-mediated oxalate metabolism at pre-metastatic stage and metastatic stage. ***P < 0.001, ****P < 0.0001 according to two-tailed Student’s *t* test.

To investigate the mechanism through which TLR3 modulates HAO1 expression, we overexpressed IRF3, p-65 and JUN, which are classic downstream of TLR3, in alveolar epithelial cells. The results showed that overexpression of IRF3, but not p-65 or JUN, dramatically induced HAO1 expression in alveolar epithelial cells (Fig. 6I, Supplementary Fig. 6E–G). Then, we analyzed transcription factors located within a 2-kb region directly upstream of the transcription start site of HAO1 using the TFtarget database and found several binding motifs for IRF3 (Fig. 6J). A luciferase reporter assay showed that over-expression of IRF3 led to elevated luciferase activity of the HAO1 promoter in alveolar epithelial cells (Fig. 6K). These results verified that IRF3 increased the promoter activity of HAO1. We then knocked down IRF3 expression in alveolar epithelial cells treated with poly(I:C) or incubated with 4T1-derived exosomes. Western blot analysis suggested that IRF3 knockdown hampered HAO1 expression induced by poly(I:C) or 4T1-derived exosomes (Fig. 6L, Supplementary Fig. 6H). Moreover, IRF3 knockdown resulted in a dramatic reduction of oxalate in alveolar epithelial cells treated with poly(I:C) or incubated with 4T1-derived exosomes (Fig. 6M, Supplementary Fig. 6I). These findings illustrated that TLR3-IRF3 signaling was necessary for HAO1 expression and oxalate production in alveolar epithelial cells induced by cancer cells.

## Discussion

Cancer cells can not only adapt their metabolism during tumorigenesis [27], but also modulate the metabolic reprogramming of the PMN to promote tumor metastasis [1, 2, 28]. Reprogramming of glucose metabolism in recipient PMN cells promotes the development of metastasis [2]. However, the impact of the enriched metabolic components in PMNs on tumor metastasis have been insufficiently explored. In this study, the capacity of HAO1-induced oxalate metabolism to promote the formation of lung PMNs was demonstrated for the first time.

Oxalate is a potentially toxic dicarboxylic acid that is not further metabolized by mammals [3]. Oxalate has been shown to be a tumor promoting factor in breast cancer [6], but its role in cancer progression has not been reported. HAO1 is the key enzyme in the pathway of oxalate production and has the ability to oxidize glycolate to glyoxylate and glyoxylate to oxalate [7, 8, 10]. Suppression of HAO1 has been shown in preclinical models to prevent the formation of calcium oxalate [10, 12, 29]. In this study, we found that metastatic breast cancer elevated HAO1 expression in lung alveolar epithelial cells, which led to oxalate accumulation in the lung PMN. Alveolar epithelial cells not only serve as a biological barrier in the respiratory tract, but also play an essential role in the recognition of injury-associated signals, orchestrating innate immunity in the lung [30]. Oxalate accumulation promoted the release of many pro-inflammatory and pro-metastatic factors in lung tissue and ultimately lung metastatic colonization. Then, we evaluated whether inhibition of HAO1 could be used to prevent lung metastasis of cancer. Administration of CCPST, a HAO1 inhibitor, has been previously described as a feasible strategy to reduce oxalate production both in vivo and in vitro [10]. Our data showed that CCPST and AAV6-Hao1 sgRNA suppressed oxalate production in lung PMNs induced by metastatic breast cancer and lung metastasis. These results suggest that HAO1 is an eligible therapeutic target to prevent PMN-promoted lung metastasis.

Recent studies have focused on oxalate as an activator of inflammatory pathways [24]. We investigated the effect of HAO1-induced oxalate accumulation on the inflammatory response within lung PMN. We observed the significantly greatest aggregation of neutrophils in lung of mice that inhaied oxalate. The recruitment of neutrophils is considered an essential event in cancer-induced PMN formation [31]. A previous study has revealed that oxalate induces oxidative stress by the production of ROS via NADPH oxidase [4]. In neutrophils, NET formation depends on the generation of ROS by NADPH oxidase [13], which promotes cancer metastasis by trapping disseminating tumor cells and activating the CCDC25-ILK-β-parvin-RAC1-CDC42 cascade in cancer [16, 18]. Hence, we assumed that oxalate accumulation within the lung PMN might contribute to metastasis by inducing NET formation. As expected, our results showed that HAO1-induced oxalate accumulation promoted NET formation in the lung PMN and attracted disseminating cancer cells. However, degradation of NETs by DNase I hampered the pro-metastatic effect of oxalate and inhibited lung metastatic colonization in mice.

It has been reported that chronic exposure of breast epithelial cells to oxalate promotes the transformation of breast cells from normal to tumor cells, inducing the expression of proto-oncogenes such as c-fos and proliferation in breast cancer cells [6]. We also confirmed that oxalate accumulation promoted the growth of breast cancer in vitro and in vivo. RNA-Seq analyses showed that HAO1-induced oxalate accumulation enhanced the proliferation of breast cancer cells mainly by activating MAPK signaling. 

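Transcripts tied to ERK activity and to proliferation were also compared between the PBS and oxalate libraries of 4T1 cells. These libraries hold RNA taken after 48 h. They do not measure ERK activity, the phosphorylated kinases or the c-fos protein of Fig. 5F, and cannot decide on them. A list of 37 transcripts known to follow ERK activity, such as feedback regulators and immediate-early genes, had 31 members with a mean FPKM of at least 1. Of these, 12 were higher and 19 lower with oxalate, and none changed 2-fold. The median log2 fold change was -0.015, at percentile 32.1 of random lists matched on mean expression and percentile 8.74 of those matched on GC content and length. Over all genes listed, the median was -0.041, at percentile 3.53. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273), which encodes c-fos, was below this filter at 0.82 FPKM with PBS and 0.95 FPKM with oxalate. These values correspond to an estimated 98 and 73 reads, for which the exact (Clopper-Pearson) 95% interval of the log2 ratio ran from -0.24 to 0.67, so that a difference was not detectable at this depth. The interval covers counting error only. Of the 45 genes of a proliferation list, 22 were higher and 23 lower, with a median of -0.0013 (percentile 52.7). Mki67, which encodes Ki-67, had 185.55 FPKM with PBS and 187.07 with oxalate. The paper measured proliferation otherwise, by colonies of cultured cells (Fig. 5A, B) and by Ki-67 staining of 4T1 cells in lungs (Fig. 5C, D). There, the pathway enrichment (Fig. 5E) is followed by Western blots after oxalate and after CCPST (Fig. 5F, G). An inhibitor of p38 MAPK suppressed the effect of oxalate on colony formation (Fig. 5H). It also abolished the rise of the kinase signals and c-fos with oxalate (Fig. 5I). From these the paper concludes that oxalate promotes proliferation by activating MAPK signaling.

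**Figure D2:**
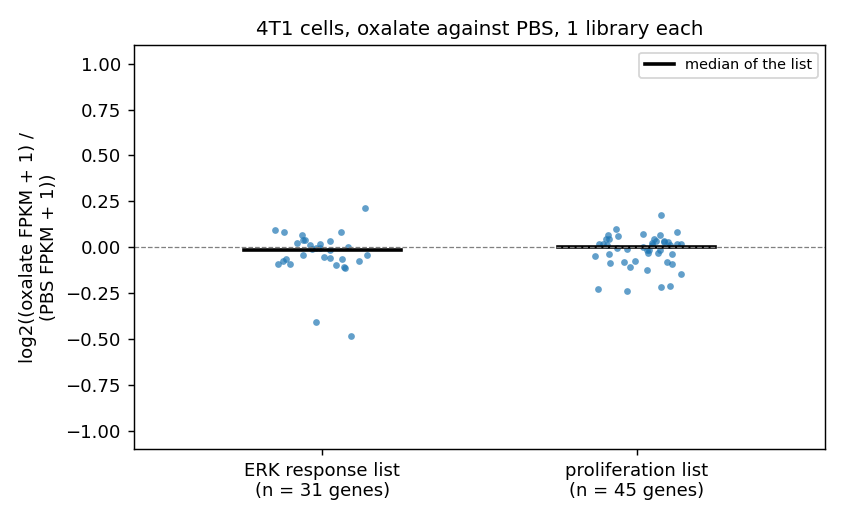
Log2 fold change of oxalate over PBS for each gene of the ERK response list (31 genes) and the proliferation list (45 genes) with a mean FPKM of at least 1. Points are genes of 1 library per condition, spread sideways for legibility, and the bars mark the medians, at -0.015 and -0.0013.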

MAPK signaling regulates the expression of genes involved in many processes that play a key role in the development and progression of cancer, such as proliferation, migration and apoptosis [32]. We found that inhibition of the MAPK signaling pathway markedly suppressed the proliferation of cancer cells induced by oxalate.

Exosomes derived from primary tumors are critical for PMN formation in distant organs [21, 25, 26]. We found that stimulation of 4T1-derived exosomes or transfection of exosomal RNA from 4T1 cells was sufficient to induce HAO1 expression in alveolar epithelial cells. A recent study has shown that tumor exosomal RNAs promote lung PMN formation by activating TLR3, which is predominantly expressed by alveolar epithelial cells in pre-metastatic lungs [21]. TLRs can recognize exogenous and endogenous stimulators to prime immune responses [33]. As sensors for dsRNA, tumor TLR3 promotes tumor cell survival, proliferation and chemotherapy resistance [34], or improves sensitivity to poly(I:C)-mediated cancer therapy [35]. We investigated the role of TLR3 signaling in the upregulation of HAO1 in alveolar epithelial cells and found that TLR3 signaling was required for HAO1 expression in alveolar epithelial cells induced by primary breast cancer. High expression of lung epithelial TLR3 is related to smoke-induced chronic inflammation [36]. We also found that pharmacological inhibition of TLR3 abolished breast cancer-induced HAO1 expression and oxalate production. Moreover, our results verified that IRF3, the major transcription factor activated by TLR3, increased promoter activity of HAO1. Knockdown of IRF3 dampened HAO1 expression and oxalate production induced by poly(I:C) or 4T1-derived exosomes. Thus, activation of TLR3-IRF3 signaling promotes HAO1-induced oxalate accumulation in alveolar epithelial cells.

In summary, we unveiled an oxalate metabolism-dependent mechanism for lung PMN formation and metastasis (Fig. 6N). Targeting HAO1-mediated oxalate metabolism is a feasible approach to prevent and treat cancer metastasis to the lung.

## Methods

No sample size calculations were performed beforehand, but all experiments were repeated at least three times. Sample size was determined according to standard practices of field of Cell biology. No samples were excluded from the analysis. Randomization is not relevant to the experiments performed in this study because randomization of samples is not applicable to cell lines and in vitro studies. No experiment has been blinded. The variance between the groups is similar.

### Cell culture and treatment

Human cancer cell lines MCF7, MDA-MB-231, HCCLM3 and murine cancer cell lines 67NR, 4T1, CMT93 were obtained from ATCC. All cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Gibco) with 10% fetal bovine serum Gibco), 1% penicillin and streptomycin, and they were maintained at 37 °C and 5% CO_2_. MCherry and luciferase-expressing 4T1 cells were established by transfection with lentivirus expressing mCherry and luciferase. The sequences of sgRNA and shRNA referred above were listed in Supplementary Tables 1–3. The potassium oxalate (20 μM, Aladdin), DNase I (100 U/ml, Aladdin), CCPST (200 μM, Key organics), PMA (10 nM, MedChemExpress), apocynin (10 μM, MedChemExpress), SB 203580 (500 nM, MedChemExpress) and CU CPT 4a (27 μM, Tocris) were used for cell treatment.

### Isolation of neutrophils and alveolar epithelial cells

For isolation of neutrophils, bone marrow cells derived from 6 to 8-week-old BALB/c mice were harvested in Hank’s buffered salt solution (HBSS; Gibco), subsequently filtered through 40-μm nylon mesh and added to the top of a 2-layer Percoll (GE Healthcare) gradient (72% and 63.5% in PBS), followed by centrifugation at 810 g for 20 min at 4 °C. Neutrophils enriched in the interface of 63.5–72% fractions were confirmed to be of >95% purity by immunofluorescence (Supplementary Fig. S4F). For isolation of alveolar epithelial cells, BALB/c mice were perfused with 5 ml of HBSS through the pulmonary artery via the right ventricle and instilled with 4.5 U/ml of elastase (Roche Diagnostics) via tracheal cannula. The lung lobes were then minced in 100 U/ml DNase I (Aladdin). Cells in suspension were subsequently filtered through 40 μm nylon mesh and then enriched by IgG panning. The purified alveolar epithelial cells were confirmed to be of >90% purity by immunofluorescence (Supplementary Fig. 1J).

### Mice and tumor models

The sample size for animal studies was determined according to standard practices of field of Cell biology. Wherever quantification is provided, at least 3 independent experiments were carried out to perform statistical analysis. Allocation of animals to the different groups was random by trained researchers performing each experiment. 6 to 8-week-old female BALB/c, C57BL/6 and athymic mice were used in all animal experiments. All protocols for the animal studies were approved by the Institutional Animal Care and Use Committee of Southern Medical University. For the orthotropic metastasis assay of breast cancer, MCF7, MDA-MB-231 (1 × 10^6^ cells) were injected into the fourth mammary fat pad of athymic mice, and 67NR (1 × 10^6^ cells) and 4T1 cells (1 × 10^5^ cells) were injected into the fourth mammary fat pad of BALB/c mice. For the orthotropic metastasis assay of CRC, CMT93 cells (1 × 10^6^ cells) were injected into the mesentery at the tail end of the cecum of C57BL/6 mice. For the orthotropic metastasis assay of HCC, HCCLM3 cells (1 × 10^6^ cells) were injected into the liver of athymic mice. For the tail vein metastasis assay, 5 × 10^5^ 4T1 cells were injected into the tail vein of mice. For oxalate or poly(I:C) administration, mice inhaled potassium oxalate (20 mg/ml) three-times daily for 20 min or once daily with exposure to poly(I:C) (2 mg/ml) for 20 min. For CCPST administration, mice received an intraperitoneal injection of CCPST (10 mg/kg) once daily. For AAV administration, mice were injected with 10^11^ vg AAV6-control sgRNA or AAV6-Hao1 sgRNA (expressing HA-tag, GeneCopoeia, the sequences are shown in Supplementary Table 1) diluted in 100 μl PBS, respectively, via the tail vein.

### Western blot

Tissue and cells were lysed with RIPA buffer (Fdbio science) and quantified using the Bradford Protein Assay (KeyGEN BioTECH). Equal amounts of extracts were subjected to SDS–PAGE, and transferred onto nitrocellulose membranes (Millipore). Then, the membranes were incubated with primary antibodies overnight at 4 °C. The following primary antibodies were used: HAO1 (Immunoway, YM3378, 1:1000 dilution), GAPDH (Proteintech, 60004-1-Ig, 1:5000 dilution), mCherry (Abcam, ab213511, 1:2000 dilution), TSG101 (Proteintech, 14497-1-AP, 1:1000 dilution), IRF3 (Proteintech, 11312-1-AP, 1:1000 dilution), p-IRF3 (Affinity, AF3438, 1:1000 dilution), TLR3 (Novus Biologicals, IMG-315A, 1:1000 dilution), p65 (Cell signaling technology, # 8242, 1:1000 dilution), p-p65 (Cell signaling technology, # 3033, 1:1000 dilution), JUN (Cell signaling technology, # 9165, 1:1000 dilution), p-JUN (Cell signaling technology, #91952, 1:1000 dilution), MEK (Cell signaling technology, # 4694, 1:1000 dilution), p-MEK (Cell signaling technology, #9152, 1:1000 dilution), ERK (Cell signaling technology, # 4695, 1:1000 dilution), p-ERK (Cell signaling technology, # 4370, 1:1000 dilution), C-FOS (Cell signaling technology, # 2250, 1:1000 dilution), p38 (Cell signaling technology, #8690, 1:1000 dilution) and p-p38 (Cell signaling technology, #4511, 1:1000 dilution). Following incubation with the HRP-conjugated antibody (Fdbio science, FDM007 or FDR007, 1:10000 dilution). Bands were detected using FDbio-Femto ECL Western blotting detection reagents (Fdbio science).

### QPCR and RNA sequencing

Total RNA was extracted from tissue and cells using TRIzol reagent (Clontech Laboratories) according to the manufacturer’s instructions. Reverse transcription was performed using PrimeScript™ RT Master Mix (Clontech Laboratories). Quantitative real-time PCR analysis was performed using SYBR Green PCR Master Mix (TaKaRa). The sequences of all indicated primers are listed in Supplementary Table 4. For RNA sequencing, the enriched mRNA from 4T1 cells treated with or without potassium oxalate (20 μM) was reverse transcribed into cDNA. The cDNA libraries were sequenced on the Illumina sequencing platform by Genedenovo Biotechnology Co., Ltd (Guangzhou, China). The data are deposited at the Gene Expression Omnibus (accession number: GSE166167).

### Immunofluorescence

Paraffin-embedded tissue blocks were cut into 2.5-μm sections and transferred to glass slides. Sections were immersed in 3% hydrogen peroxide and incubated with primary antibodies overnight at 4 °C. Subsequently, sections were stained with goat anti-mouse and anti-rabbit IgG/Alexa Fluor (Bioss Antibodies). The following primary antibodies were used: HAO1 (Immunoway, YM3378, 1:200 dilution), SP-C (Proteintech, 10774-1-AP, 1:200 dilution), mCherry (Abcam, ab213511, 1:500 dilution), citrullinated histone H3 (Abcam, ab5103, 1:200 dilution), neutrophil elastase (Abcam, ab131260, 1:200 dilution).

### Fluorescence-activated cell sorting

BALB/c mice were perfused with 5 ml of HBSS through the pulmonary artery via the right ventricle and instilled with 4.5 U/ml of elastase (Roche Diagnostics) via tracheal cannula. The lung lobes were then minced in 100 U/ml DNase I (Aladdin). Cells in suspension were subsequently filtered through a 40 μm nylon mesh and then sorted by FACS. Anti-CD45 (BioLegend, 157607, 1:200 dilution) and anti-CD3 (BioLegend, 100209, 1:200 dilution) antibodies were used for the isolation of T cells. Anti-CD45 and anti-CD19 (BioLegend, 152407, 1:200 dilution) antibodi were used for isolation of B cells. Anti-CD45 and anti-NK-1.1 (BioLegend, 108703, 1:200 dilution) antibody were used for isolation of NK cells. Anti-CD45 and anti-F4/80 (BioLegend, 123105, 1:200 dilution) antibodies were used for the isolation of macrophages. Anti-CD45 and anti-Ly6G (BioLegend, 127627, 1:200 dilution) antibodies were used for the isolation of neutrophils. Anti-EpCAM (BioLegend, 324215, 1:200 dilution) and anti-SP-C (abclonal, A1835, 1:500 dilution) antibodies were used for the isolation of alveolar epithelial cells. Anti-CD31 (BioLegend, 102409, 1:200 dilution) antibody was used for the isolation of endothelial cells. Anti-S100A4 (abcam, ab197896, 1:500 dilution) antibody was used for the isolation of fibroblasts.

### Determination of the oxalate concentration in lungs and cells

oxalate concentration in lungs and cells were determined using an oxalate assay kit (Biovision, K663). A total of 5 mg lung tissue or 5 × 10^5^ cells was ground and resuspended in 100 µl Oxalate Assay Buffer, following by a centrifugation at 12,000 rpm for 10 min. The supernatant was collected for oxalate detection. The reaction mix was added and incubated at 37 °C for 30 min. The OD value at 450 nm was measured.

### Colony formation assay

A total of 500 cells were plated in each well of 6-well plates and were cultured in DMEM with 2% fetal bovine serum. The medium was renewed every 3 days. After 10 days, the cells were fixed using 4% paraformaldehyde for 30 min, stained with hematoxylin for 30 min and then photographed.

### Purification of NETs and transwell migration assay

Neutrophils were treated with 20 nM PMA or 20 nM PMA plus 20 μm potassium oxalate for 4 h. NETs adhering to the bottom of the wells were then washed with DMEM containing 2% fetal bovine serum and were centrifuged at 1000 × *g* at 4 °C for 10 min. The supernatant containing NETs was collected. Subsequently, 5 × 10^4^ cells were suspended in serum-free DMEM and seeded into the transwell chambers with 8-μm-pore-size inserts (BD Biosciences). The medium containing NETs with or without DNase I (100 U/ml) was placed into the bottom chamber. After 6 h, the cells that had migrated through the membrane and stuck to the lower surface of the membrane and were counted as cells per field of view under light microscopy.

### Adherence assay

A total of 5 × 10^5^ neutrophils were plated in 24-well plates and treated with 20 nM PMA, 20 nM PMA plus 20 µm potassium oxalate or 20 nM PMA plus 20 μm potassium oxalate and 100 U/ml DNase I for 4 h. MCherry-expressing 4T1 cells (1 × 10^5^) were added to each well and were allowed to adhere to the plate bottom for 15 min. Subsequently, the wells were fixed using 4% PFA. Adherent cells were stained with anti-mCherry antibody, and the number of mCherry-expressing 4T1 cells was counted as cells per field of view under confocal microscopy.

### NET formation assay

Neutrophils were treated with 20 nM PMA or 20 nM PMA plus 20 μm potassium oxalate for 4 h. Then, the neutrophils were fixed with 4% PFA and than stained with anti-elastase and anti-citrullinated histone H3. NET formation was determined as the percentage of the field of view positive for a citrullinated histone H3.

### ROS analysis

Neutrophils were treated with 20 nM PMA, 20 nM PMA plus 20 μm potassium oxalate or 20 nM PMA plus 20 μm potassium oxalate and 10 μM apocynin for 2 h. Subsequently, the cells were incubated with 10 mM CM-H2DCFDA (Yeasen), for 15 min and then washed with pre-chilled PBS, and the fluorescence of each well was monitored at 480 nm excitation and 540 nm emission.

### Isolation, identification and treatment of exosomes

Exosomes were derived from breast cancer cell conditioned media by ultracentrifugation. Breast cancer cells were cultured in DMEM medium with 10% fetal bovine serum, which was depleted of exosomes by ultracentrifugation at 120,000 × *g* for 8 h at 4 °C prior to use. Conditioned media were centrifuged at 500 × *g* for 10 min at 4 °C, followed by 16,800 × *g* for 30 min at 4 °C. The supernatants were passed through a 0.22-μm filter (Millipore) and ultracentrifuged at 120,000 × *g* for 70 min at 4 °C. The exosomes were washed with PBS and then resuspended in PBS. The amount of exosomes was determined by the Bradford Protein Assay (KeyGEN BioTECH). Transmission electron microscopy was performed as as previously described [37]. For cell treatment, a total of 5 µg exosomes were incubated with 5 × 10^5^ recipient cells for 48 h.

## Supplementary information

Supplementary Information

## Data Availability

The RNA sequencing data from 4T1 cells treated with or without potassium oxalate (20 μM) are deposited at Gene Expression Omnibus (accession number: GSE166167). All other remaining data are included in the article and Supplementary Information files, or available from the authors upon reasonable request.

# Supplementary material for: HAO1-mediated oxalate metabolism promotes lung pre-metastatic niche formation by inducing neutrophil extracellular traps
**Source:** Oncogene. 2022 Jun 23;41(29):3719–31. doi: 10.1038/s41388-022-02248-3
**Supplement:** Supplementary file 1 — Supplementary Information

**HAO1-mediated Oxalate Metabolism Promotes Lung Pre-metastatic Niche Formation by Inducing Neutrophil Extracellular Traps**

Zeng et al.

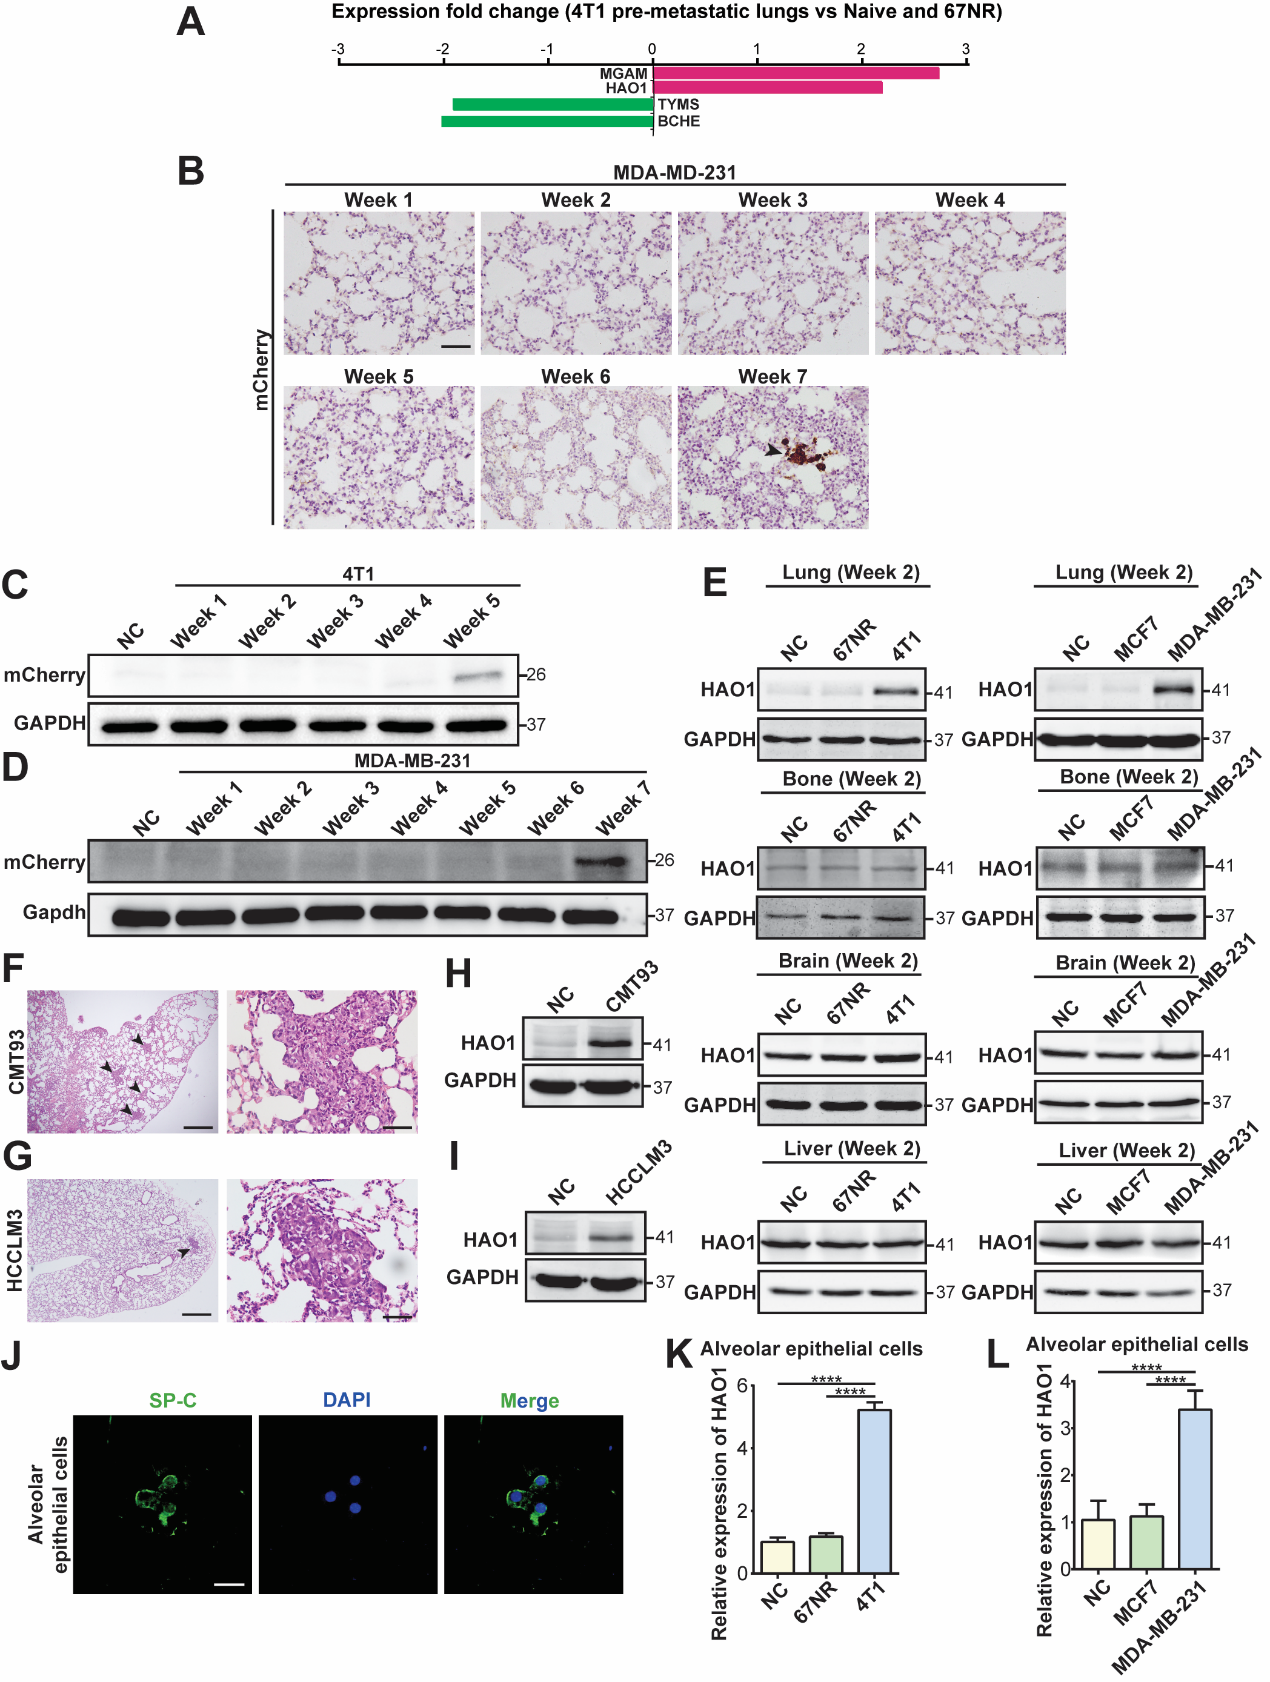

**Supplementary Figure 1.** HAO1 is up-regulated in pre-metastatic lung. **(A)** Metabolism-related genes differentially expressed in the PMN lungs of 4T1-bearing mice compared with naïve or 67NR-bearing mice (GEO accession: GSE62817). **(B)** Identification of tumor foci in lungs from mice bearing mCherry-expressing MDA-MB-231 cells for 1 to 7 weeks. The tumor foci were identified by mCherry staining of lung histologic sections. Scale bar, 20 µm. **(C)** Western blot analysis of mCherry expression in lungs from mice bearing mCherry-expressing 4T1 cells for 1 to 5 weeks. **(D)** Western blot analysis of mCherry expression in lungs from mice bearing mCherry-expressing MDA-MB-231 cells for 1 to 7 weeks. Scale bar, 20 µm. **(E)** Western blot analysis of HAO1 expression in lungs, brains, bones and livers from control mice and mice bearing 67NR, 4T1, MCF7, MDA-MB-231 cells for 2 weeks. **(F)** Image of lung metastases from mice orthotopically implanted with CMT93. Scale bar in left panels represents 200 µm. Scale bar in right panels represents 20 µm. **(G)** Image of lung metastases from mice orthotopically HCCLM3. Scale bar in left panels represents 200 µm. Scale bar in right panels represents 20 µm. **(H)** Western blotting analysis of HAO1 expression in lungs from control mice and mice bearing CMT93 cells for 2 weeks. **(I)** Western blotting analysis of HAO1 expression in lungs from control mice and mice bearing HCCLM3 cells for 2 weeks. **(J)** Immunofluorescence image of SP-C expression (green) in primary alveolar epithelial cells isolated from mice. Scale bar, 20 µm. **(K)** QPCR analysis of HAO1 expression in alveolar epithelial cells cocultured with 67NR, 4T1 cells. Means ± s.e.m are provided (n=3). **(L)** QPCR analysis of HAO1 expression in alveolar epithelial cells cocultured with MCF7 and MDA-MB-231 cells. Means ± s.e.m are provided (n=3). ****P<0.0001 according to the two-tailed Student’s t-test.

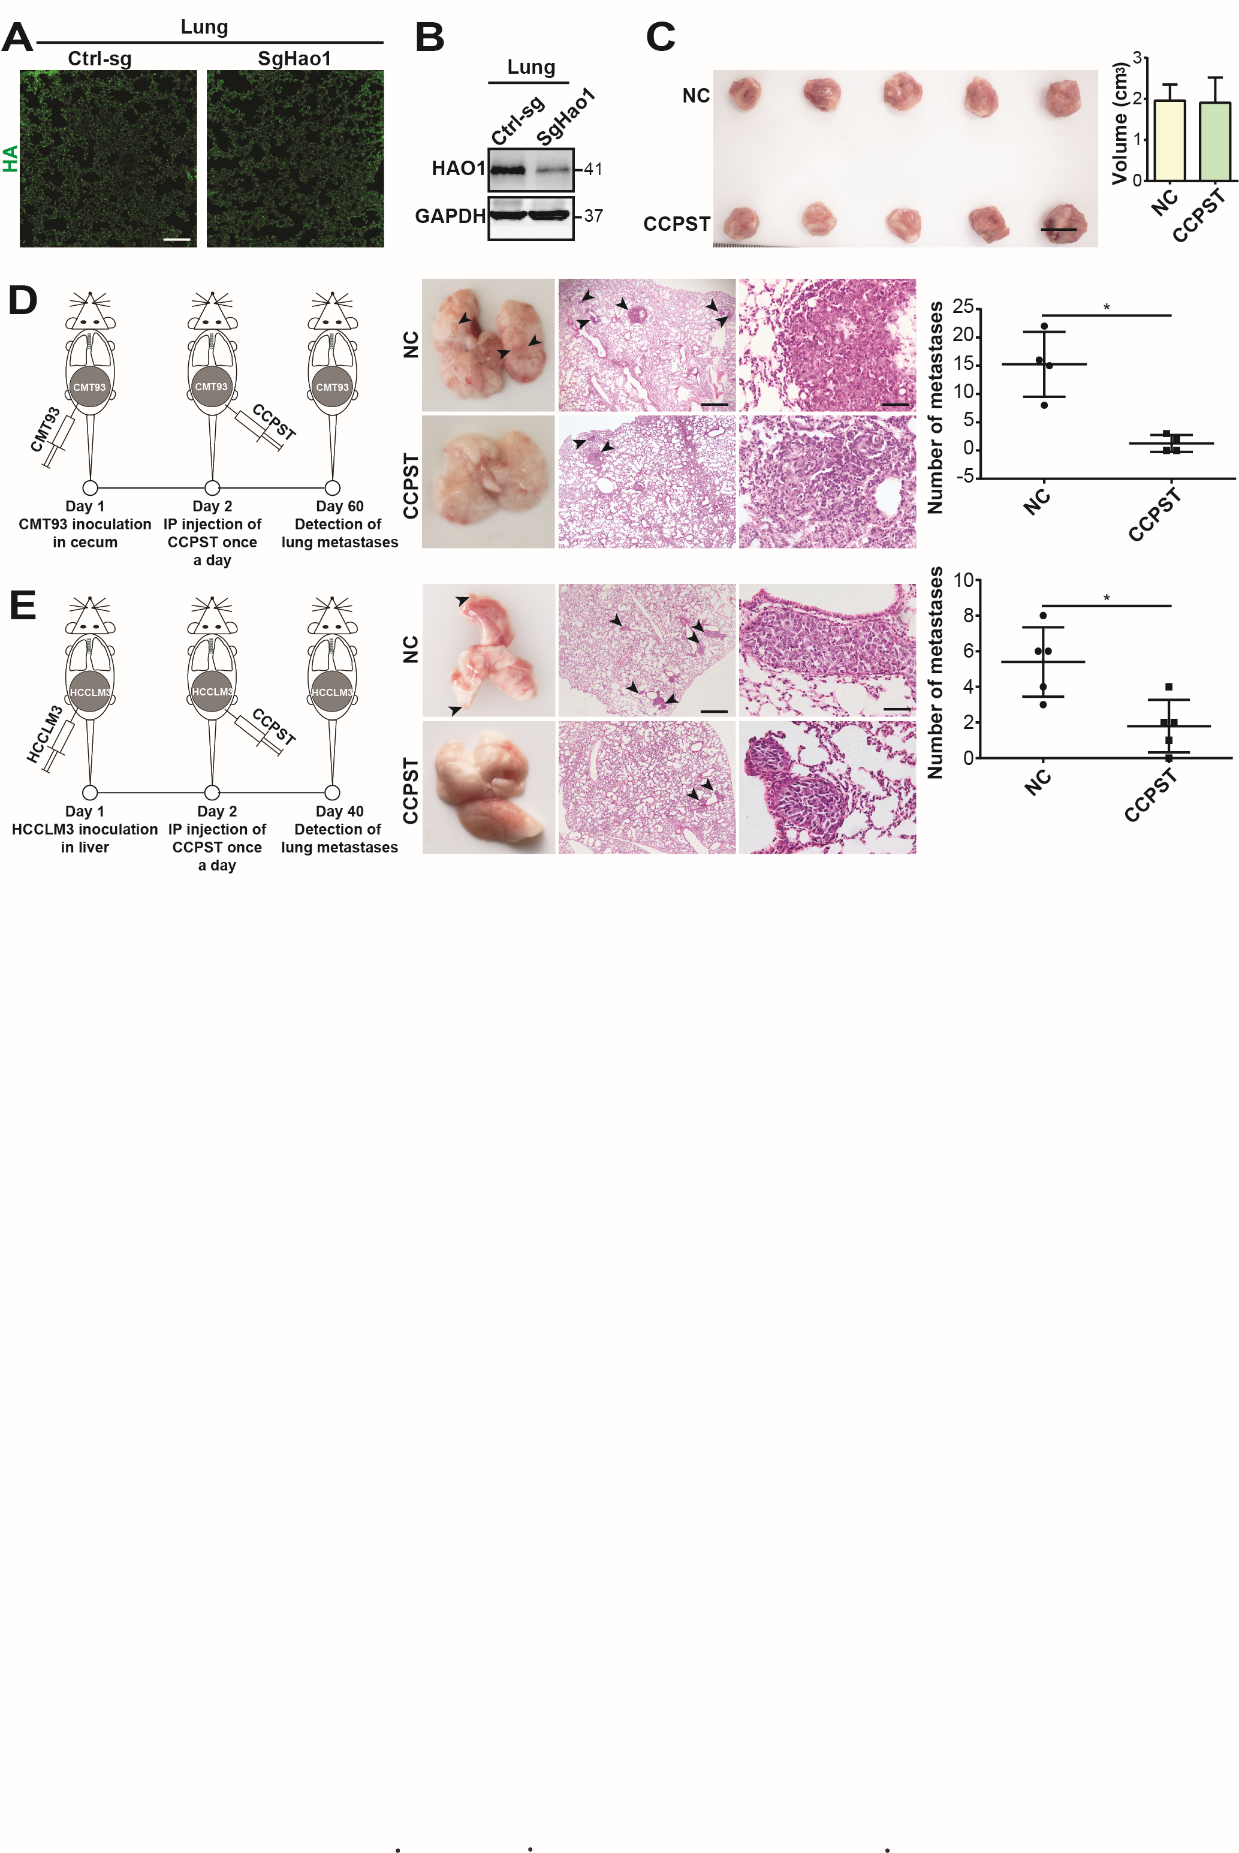

**Supplementary Figure 2.** The effect of pharmacologic inhibition or knockdown of HAO1. **(A)** The efficiency of AAV6-control sgRNA or AAV6-Hao1 sgRNA infection were determined by detecting HA expression (green) in mice lungs. Scale bar, 100 µm. **(B)** Detection of HAO1 expression in lungs from 4T1-bearing mice infected with AAV6-control sgRNA or AAV6-Hao1 sgRNA. **(C)** The volume of primary tumor from 4T1-bearing mice injected with CCPST. Scale bar, 1 cm. Means ± s.e.m are provided (n=5). **(D)** Effect of CCPST treatment on lung metastasis in mice bearing CMT93 cells. Means ± s.e.m are provided (n=4). The scale bar in the middle panels represents 200 µm. The scale bar in the right panels represents 20 µm. **(E)** Effect of CCPST treatment on lung metastasis in mice bearing HCCLM3. Means ± s.e.m are provided (n=5). The scale bar in the middle panels represents 200 µm. The scale bar in the right panels represents 20 µm. *P<0.05 according to two-tailed Student’s t-test.

**
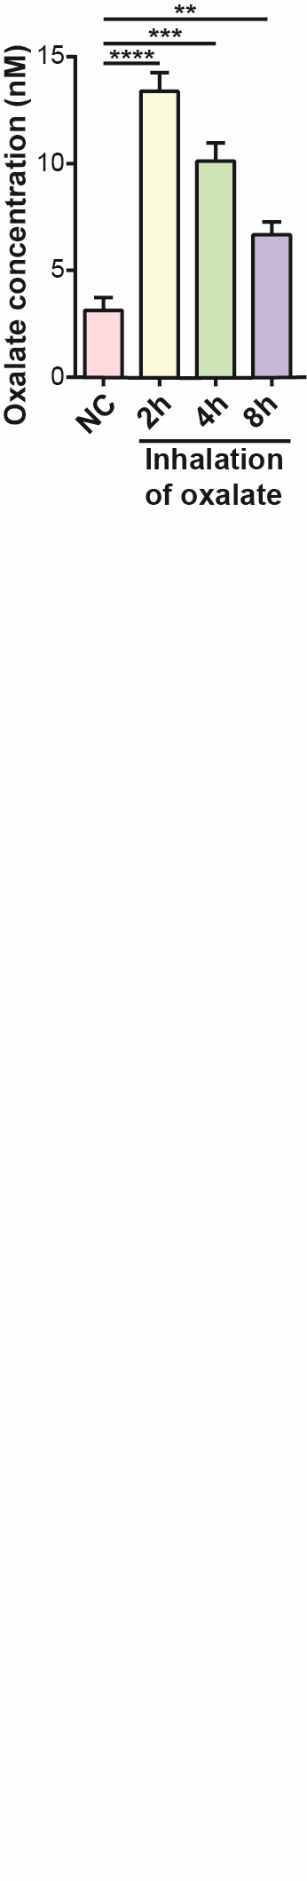
**

**Supplementary Figure 3.** Oxalate inhalation leads to oxalate accumulation in mice lungs. Detection of the oxalate concentration in mice lungs at 2, 4, 8 hours after inhalation of oxalate. Means ± s.e.m are provided (n=3). **P<0.01, ***P<0.001, ****P<0.0001 according to the two-tailed Student’s t-test.

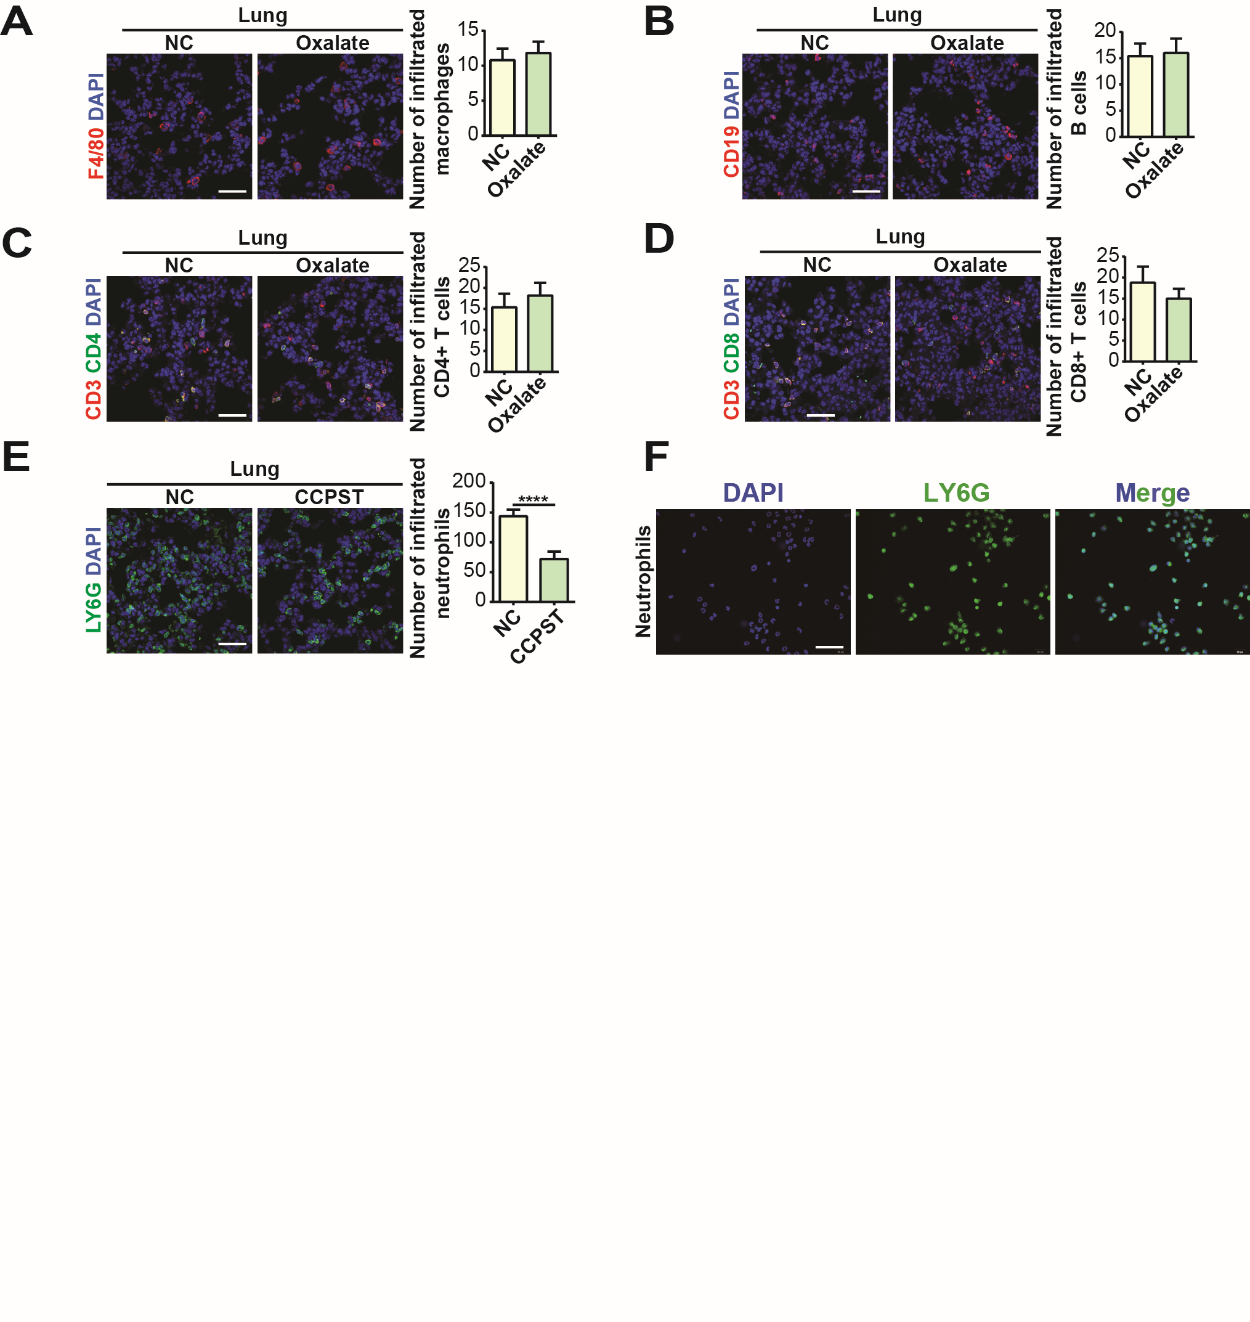

**Supplementary Figure 4.** Effect of oxalate inhalation on inflammatory cellular composition within mice lungs. **(A)** Images and quantification of macrophages (labeled by F4/80, red) in the lungs from control mice and mice received a three-daily inhalation of oxalate for one week. Scale bars, 20 µm. Means ± s.e.m are provided (n = 5). **(B)** Images and quantification of B cells (labeled by CD19, red) in the lungs from control mice and mice received a three-daily inhalation of oxalate for one week. Scale bars, 20 µm. Mean ± s.e.m are provided (n = 5). **(C)** Images and quantification of CD4+ T cells (labeled by CD4+ (green) and CD3+ (red) ) in the lungs from control mice and mice received a three-daily inhalation of oxalate for one week. Scale bars, 20 µm. Means ± s.e.m are provided (n = 5). **(D)** Images and quantification of CD8+ T cells (labeled by CD8+ (green) and CD3+ (red) ) in the lungs from control mice and mice received oxalate inhalation for one week. Scale bars, 20 µm. Mean ± s.e.m are provided (n = 5). **(E)** Images and quantification of neutrophils (labeled by LY6G, green) in the lungs from 4T1-bearing mice injected with CCPST. Scale bars, 20 µm. Means ± s.e.m are provided (n = 5). **(F)** Immunofluorescence image of LY6G expression (green) in primary neutrophils derived from mice bone marrow. Scale bar, 20 µm. ****P<.0001 according to two-tailed Student’s t-test.

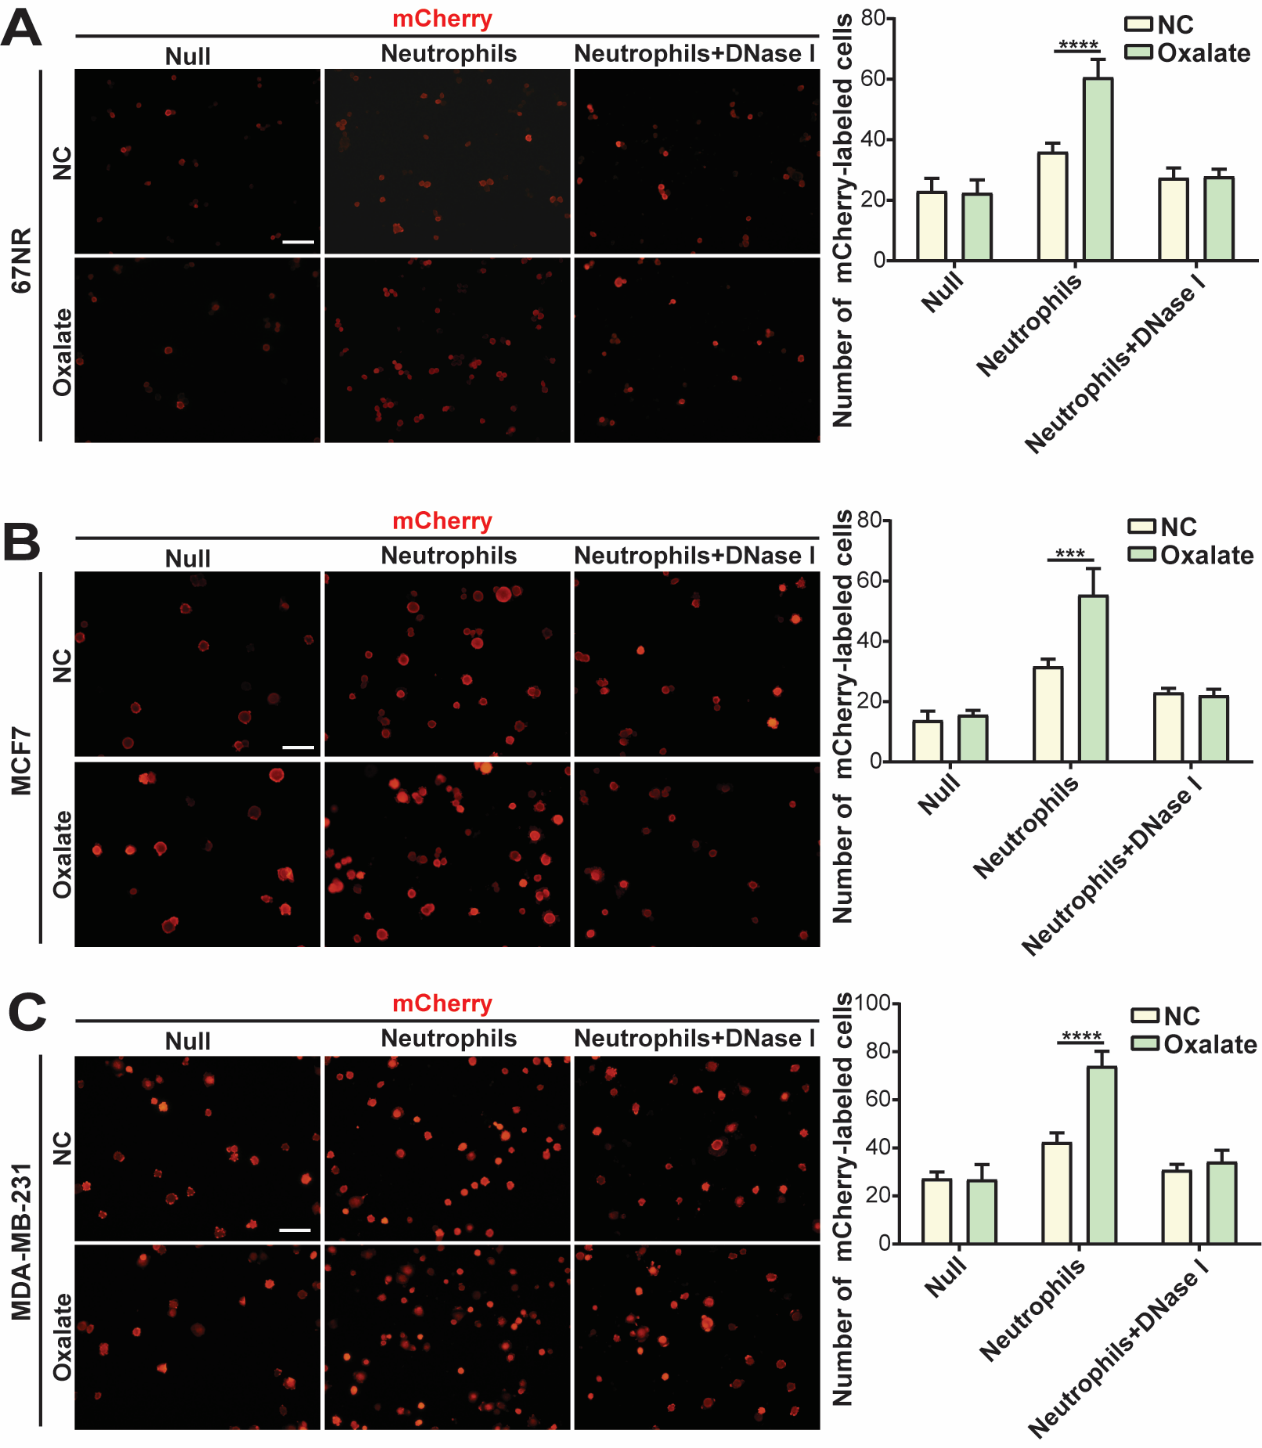

**Supplementary Figure 5.** Oxalate-induced NET formation promotes the adhesion of cancer cells. **(A)** Effect of PBS, oxalate, PBS + neutrophils, oxalate + neutrophils, PBS + neutrophils + DNase I, oxalate + neutrophils + DNase I treatment on the number of 67NR cells (labeled by mCherry, red) adhering to the bottom of the wells. Scale bars, 20 µm. Means ± s.e.m are provided (n = 5). **(B)** Effect of PBS, oxalate, PBS + neutrophils, oxalate + neutrophils, PBS + neutrophils + DNase I, oxalate + neutrophils + DNase I treatment on the number of MCF7 cells (labeled by mCherry, red) adhering to the bottom of the wells. Scale bars, 20 µm. Means ± s.e.m are provided (n = 5). **(C)** Effect of PBS, oxalate, PBS + neutrophils, oxalate + neutrophils, PBS + neutrophils + DNase I, oxalate + neutrophils + DNase I treatment on the number of MDA-MB-231 cells (labeled by mCherry, red) adhering to the bottom of the wells. Scale bars, 20 µm. Means ± s.e.m are provided (n = 5). ***P<0.001, ****P<0.0001 according to the two-tailed Student’s t-test.

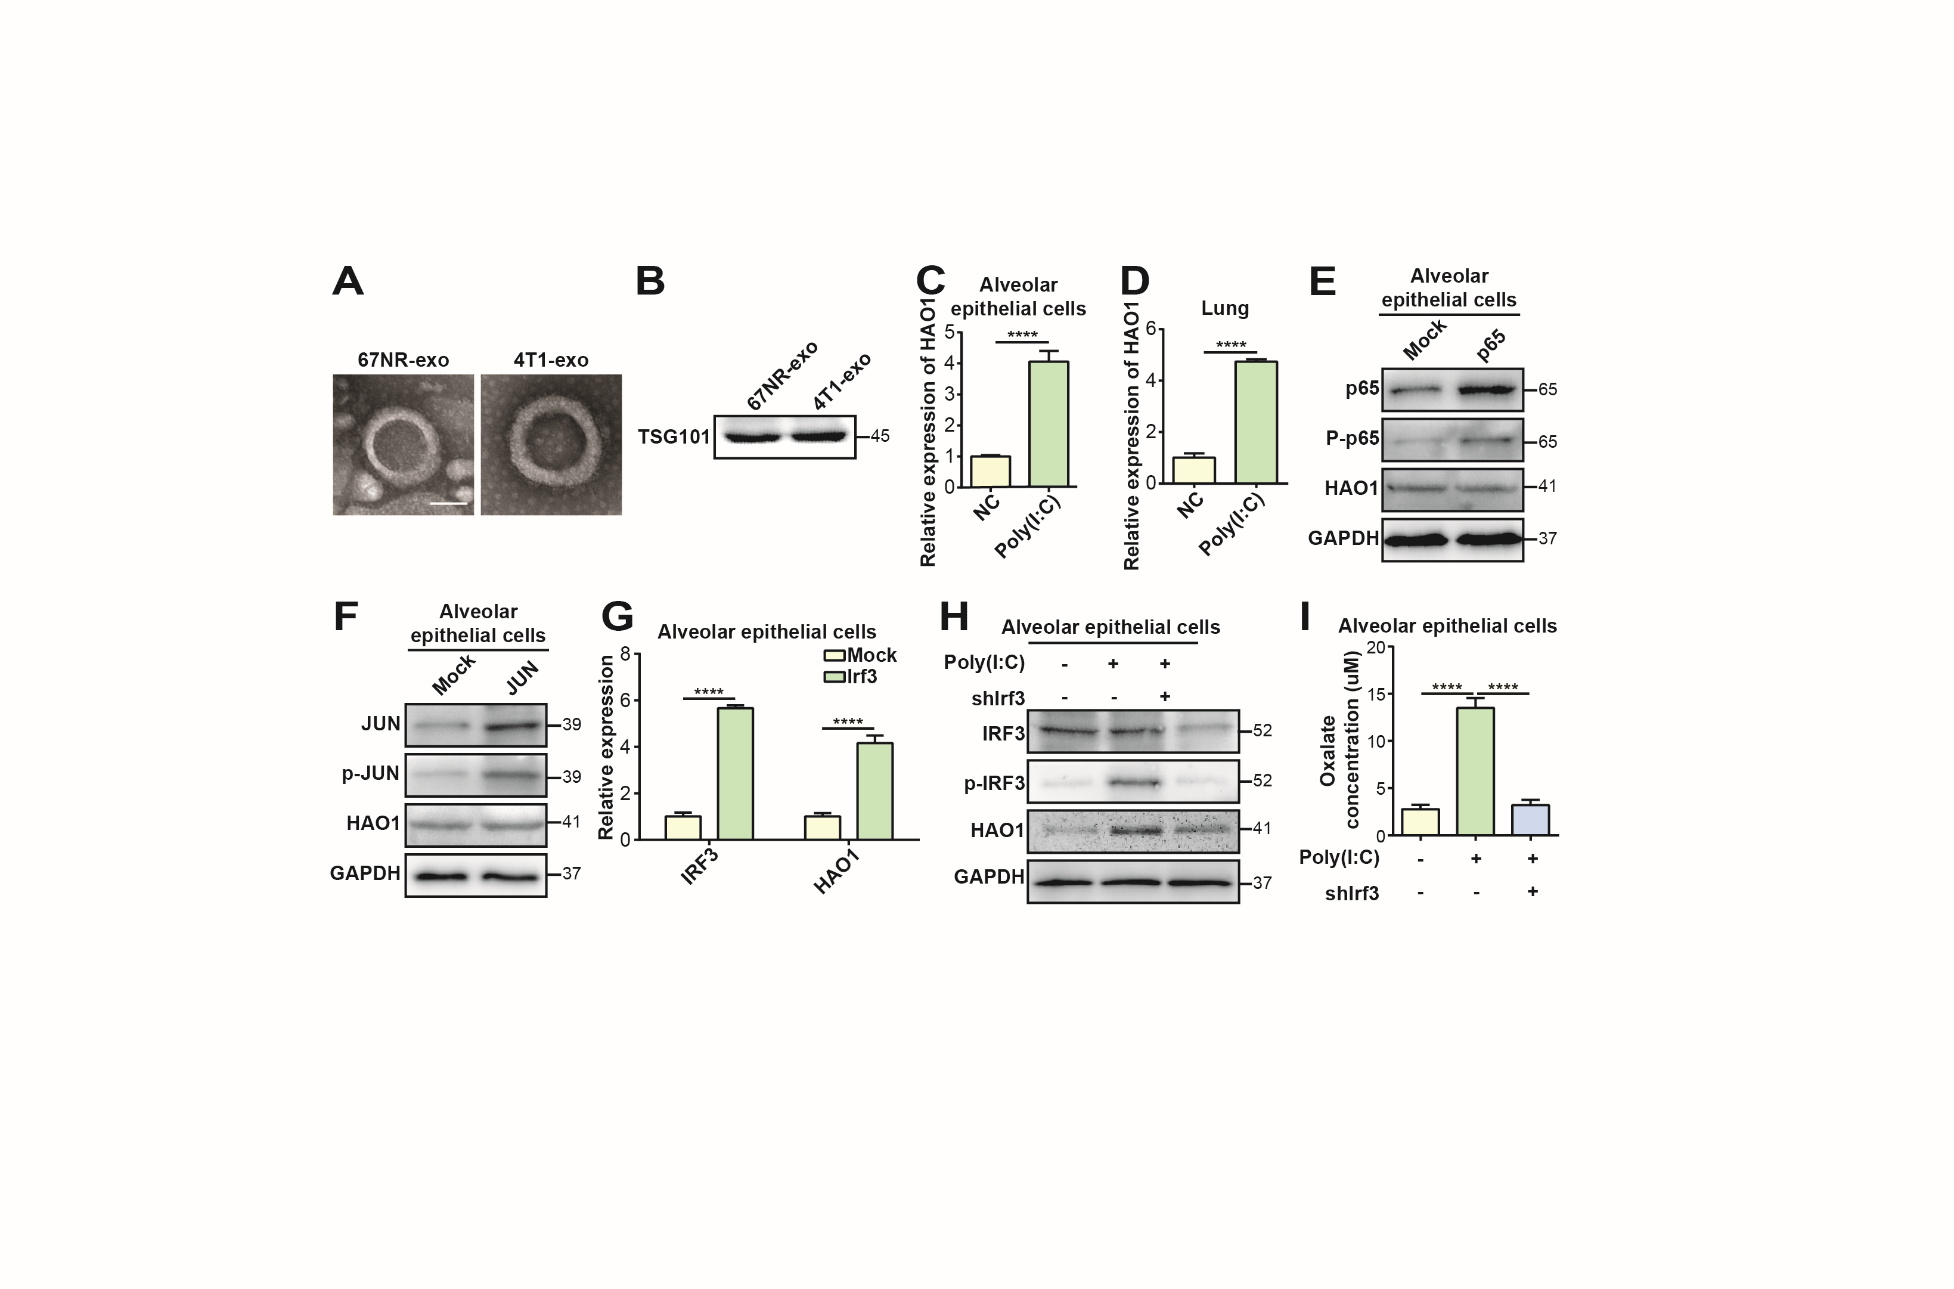

**Supplementary Figure 6.** 4T1 exosomes induced HAO1 expression and oxalate production via TLF3-IRF3 signaling. **(A)** Transmission electron microscopy of exosomes derived from 67NR and 4T1 cells. Scale bar, 50 nm. **(B)** Western blot analysis of TSG101 expression (exosomes marker) in exosomes derived from 67NR and 4T1 cells. **(C)** Effect of poly (I:C) treatment on HAO1 expression in alveolar epithelial cells by qPCR. Means ± s.e.m are provided (n = 3). **(D)** Effect of poly (I:C) inhalation on HAO1 expression in mice lung by qPCR. Means ± s.e.m are provided (n = 3). **(E)** Effect of p65 over-expression on p65, p-p65 and HAO1 expression in alveolar epithelial cells by Western blot analysis. **(F)** Effect of JUN over-expression on JUN, p-JUN and HAO1 expression in alveolar epithelial cells by Western blot analysis. **(G)** Effect of IRF3 over-expression on IRF3 and HAO1 expression in alveolar epithelial cells by qPCR. Means ± s.e.m are provided (n = 3). **(H)** Detection of HAO1 expression in alveolar epithelial cells treated with poly (I:C) or poly (I:C) + shIRF3 by qPCR. Means ± s.e.m are provided (n = 3). **(I)** Detection of oxalate production in alveolar epithelial cells treated with poly (I:C) or poly (I:C) + shiIRF3. Means ± s.e.m are provided (n = 3). ****P<.0001 according to two-tailed Student’s t-test.

**Supplementary Table 1.** Sequences of AAV6-control sgRNA or AAV6-Hao1 sgRNA.

| **Primer** | **Sequence(5’→3’)** |
| --- | --- |
| AAV6-control sgRNA | GGCTTCGCGCCGTAGTCTTA |
| AAV6-Hao1 sgRNA-1 | GTGTTTCTTACCTAGAAAATGC |
| AAV6-Hao1 sgRNA-2 | GCAGCAACGTTGCGAAGCATCC |
| AAV6-Hao1 sgRNA-3 | GAGCTGGCCCAGAGGCACTTCG |

**Supplementary Table 2.** Sequences of control sgRNA or sg-Tlr3.

| **Primer** | **Sequence(5’→3’)** |
| --- | --- |
| Control sgRNA | GCACTACCAGAGCTAACTCA |
| Sg-Tlr3 | GTTGGGCGTTGTTCAAGAGG |

**Supplementary Table 3.** Sequences of control shRNA or shIrf3.

| **Primer** | **Sequence(5’→3’)** |
| --- | --- |
| Control shRNA | TTCTCGAACGTGTCACGT |
| ShIrf3 | CGGAAAGAAGTGTTGCGGTTA |

**Supplementary Table 4.** Primer sequences for qPCR.

| **Primer** | **Sequence(5’→3’)** |
| --- | --- |
| Hao1-F | GACCGTGAGATCAGCAGACA |
| Hao1-R | GTTCCGCACGTCATCAATGC |
| Gapdh-F | AGGTCGGTGTGAACGGATTTG |
| Gapdh-R | TGTAGACCATGTAGTTGAGGTCA |
| Mgam-F | GTGCTTGAGCCTAATGCCAG |
| Mgam-R | CTTCCACTCTCCCGTTGCAT |
| Bche-F | CAGACTCAGCATACCAAGGTAAC |
| Bche-R | CTCGGACCCTTCCGGTCTT |
| Tyms-F | GGAAGGGTGTTTTGGAGGAGT |
| Tyms-R | GCTGTCCAGAAAATCTCGGGA |
| Cox2-F | TGAGCAACTATTCCAAACCAGC |
| Cox2-R | GCACGTAGTCTTCGATCACTATC |
| Il1β-F | GCAACTGTTCCTGAACTCAACT |
| Il1β-R | ATCTTTTGGGGTCCGTCAACT |
| Il6-F | TAGTCCTTCCTACCCCAATTTCC |
| Il6-R | TTGGTCCTTAGCCACTCCTTC |
| Tnfα-F | CCCTCACACTCAGATCATCTTCT |
| Tnfα-R | GCTACGACGTGGGCTACAG |
| Bv8-F | GCCCCGCTACTGCTACTTC |
| Bv8-R | CCCCGTGCAGACACTAACTTT |
| Mmp9-F | CTGGACAGCCAGACACTAAAG |
| Mmp9-R | CTCGCGGCAAGTCTTCAGAG |
| S100a8-F | AAATCACCATGCCCTCTACAAG |
| S100a8-R | CCCACTTTTATCACCATCGCAA |
| S100a9-F | ATACTCTAGGAAGGAAGGACACC |
| S100a9-R | TCCATGATGTCATTTATGAGGGC |
| Irf3-F | GAGAGCCGAACGAGGTTCAG |
| Irf3-R | CTTCCAGGTTGACACGTCCG |

How the deposited data were processed for this re-analysis (not part of the article)

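RNA of 4T1 mouse mammary carcinoma cells was sequenced after 48 h with PBS or potassium oxalate, with 1 library per condition. The paper gives the dose as 20 µM, and the sample labels give both 20 mM and 20 µM. The authors enriched polyadenylated RNA, made randomly primed libraries and deposited FPKM values rounded to 2 decimals for 21911 genes. The alignment, quantification, genome build, annotation release and filters are not named in the text of the paper. FPKM divides by transcript length and by library total, so that values of 1 gene can be compared between the libraries as long as the total is not shifted by a few genes. The 10 highest genes held 12.1% of the FPKM sum in the PBS library and 12.0% in the oxalate library.

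Ensembl identifiers were given symbols from GENCODE M21 (GRCm38), in which 21848 of 21911 were found and 63 were not. Coordinates, numbers of coding transcripts, transcript lengths and GC content come from the same annotation, which need not be the one the authors used. The fold change was log2((oxalate + 1)/(PBS + 1)), which understates the change of low genes, over the 10267 genes with a mean FPKM of at least 1. A gene counted as changed at 2-fold or more. With 1 library per condition the conditions could not be tested against each other, and no difference has a replicate check.

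The depth was estimated from the deposited FPKM values. For genes with 1 annotated transcript, FPKM times length in kb fell on multiples of 0.0176 in the PBS library and 0.0275 in the oxalate library, which corresponds to about 56800000 and 36400000 reads. For genes with several coding transcripts, the mean length of the coding transcripts gave values near whole reads. Among such genes shorter than 0.7 kb with up to 10 reads, 97.6% of 42 PBS values and 91.9% of 37 oxalate values lay within 0.2 of a whole number. Rounding to 2 decimals hides single reads in longer genes, so reads are estimates. The result planned on whole reads, a read test of the 2 libraries, was therefore left out as a main result.

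The lists were written before the data were examined, from general knowledge; the KEGG list was not used here. They cover the MAPK pathway, ERK response, proliferation, histones, interferon, NF-kB, NRF2, ATF4, p53, hypoxia, cholesterol, oxalate metabolism and the factors of Fig. 3G, 13 lists in all. Each median was placed among 10000 random lists of the same size drawn from 20 bins of mean expression, as a description of these libraries. Genes named in the text were fixed by a rule before the data were examined: genes of the Western blots and stains in 4T1 cells, Hao1, Tlr3, Irf3 and the factors of Fig. 3G, every MAPK list gene changed at least 2-fold, and the 5 largest rises and falls among genes with a mean FPKM of at least 5. A gene that this rule covers is not reported here.

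To see what sampling alone gives, 100 pairs of libraries were drawn from 1 set of rates per gene at the estimated depths, with FPKM rounded as deposited. The alternatives were other pseudocounts (0.1 and 0.001), a rescaling, other filters on the mean (none and at least 5), other thresholds (1.5-fold and 4-fold), the mean in place of the median, random lists not matched, Reactome gene sets, and leaving out predicted genes. Settings that join a pseudocount of 0.001 with all genes listed or a mean of at least 0.1, with and without a Fisher exact test on estimated reads, were added after the values were seen, as were random lists matched on GC content and length. A list median was taken as moved when it shifted by at least 1 SD of the random list medians, a count when it changed by more than 1.5 times, and a named gene when it shifted by more than the counting interval of its estimated reads.

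The scripts were tested on simulated data. The fitted step was 100.5% and 100% of the simulated one for the 2 libraries (206 and 188 genes). Of 200 genes changed 3-fold, 92% were called at the 2-fold threshold, and 99.3% of the 153 with a mean FPKM of at least 5, with 0 calls among 10063 unchanged genes. The Fisher exact test on estimated reads found 100% of 200 changed genes and 18 of 1973 unchanged ones. The mean percentile of 40 unchanged lists was 47.2, and a list of 50 genes raised by 0.1 lay at percentile 100. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.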

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

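All tests here were chosen after the large changes had been seen; the outcomes of those of transcript lengths, GC content and gene length were not yet known then. The 5 genes with the largest rise among genes with a mean FPKM of at least 5 are outside those the paper discusses, and lay above the PBS library. Rnf26 went from 0.34 FPKM with PBS to 49.47 with oxalate (log2 fold change 5.24, and 7.18 with a pseudocount of 0.001), Sox12 from 1.42 to 12.45 (2.47), Plagl2 from 4.07 to 16.96 (1.82), Emp1 from 116.14 to 382.02 (1.71) and Tmem164 from 3.49 to 12.41 (1.58). None of these differences has a replicate check.

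They belong to 49 genes changed at least 2-fold among 8264 genes with a mean FPKM of at least 5 and a known GC content. The tables argue against sampling of reads as the cause, since the 100 simulated pairs of libraries held 0 such genes. After the trend with GC content was taken away 46 of the 49 were still past the threshold, and 48 after the trend with gene length was taken away. These trends were small against a log2 threshold of 1. The median log2 fold change was -0.069 at the lowest and 0.025 at the highest GC content, and -0.060 in the shortest and 0.039 in the longest genes. Taking away such medians could move only genes close to the threshold. It therefore cannot decide whether GC content or length acted on individual genes. Of the 49 genes, 45 overlap no other listed gene on the same strand. The number of transcripts set the changed genes apart: 1 of the 49 (2.04%) has 1 coding transcript, against 24.5% of all these genes, and random sets matched on mean expression held 12.5 on average, from 7 to 19 in the central 95%. Random sets matched on GC content and length held 12.8 on average. The share of genes changed 2-fold was 0.0495% with 1 coding transcript, 0.519% with 2, 0.846% with 3 and 0.897% with 4 or more. The exception with 1 coding transcript was Gm20431, which overlaps Ube2v1, and Ube2v1 (named after its values were seen) moved the other way, from 42.12 to 93.84 FPKM. A candidate explanation for these changes is therefore how reads were assigned among the transcripts of a gene. The lengths of those transcripts did not decide it: the median ratio of the longest to the shortest coding transcript was 3.51 in the changed genes, within the 3.05 to 5.99 of random genes matched on mean expression and number of transcripts, so that unequal lengths stay open. The way the authors assigned reads was not tested directly. Low values of short genes with several coding transcripts bear on it from the other side. At 1 fixed length per gene, 97.6% of 42 PBS and 91.9% of 37 oxalate values lay near whole reads. Values shared out among transcripts need not do so. Those genes had up to 10 reads, whereas a mean FPKM of at least 5 defined the 49. Totals cover the higher genes too. Reads estimated at the mean coding length summed to 56020050 for PBS and 35849524 for oxalate. These totals lie near the estimated depths of 56800000 and 36400000, as values at 1 fixed length per gene would. Over the genes as a whole, this argues against sharing among transcripts. The totals do not test the 49 genes separately, so the question stays open for them. An effect of oxalate on the genes stays open and untested, since each condition has 1 library.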

How the results depend on the processing

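No paired analysis was possible because each condition has 1 library, and none that leaves out a replicate. The cause was not tested for any of the changes given here, except where a setting keeps fewer or more genes.

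The 67 changed genes became 97 with a pseudocount of 0.1, 100 with 0.001, 69 over all genes listed, 49 at a mean of at least 5, 63 without predicted genes and 67 after rescaling. At 1.5-fold there were 204 and at 4-fold 6. The settings that follow were chosen after the values were seen. With a pseudocount of 0.001 and all genes listed there were 1959 at 2-fold and 2717 at 1.5-fold, and with a mean of at least 0.1 there were 431 and 983. Adding a Fisher exact test on estimated reads, which compares the 2 libraries and not the conditions, gave 708 and 460 at an unadjusted p under 0.05 and 0.01 and 519 and 296 at an adjusted one at 2-fold, and 1049, 719, 798 and 519 in the same order at 1.5-fold. With reads estimated from exon-union lengths it gave 1069, 761, 916 and 617 at 2-fold, and 1483, 1100, 1290 and 922 at 1.5-fold. These reads summed to 126328874 for PBS and 80931161 for oxalate, above the estimated depth of 56800000 and 36400000. The exon-union counts therefore rest on more reads than the libraries were estimated to hold.

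The MAPK list median of 0.027 became 0 over all genes listed, where genes without a change held the middle of the list. With Reactome gene sets, which overlap the list only in part, it was 0.0020. Under the other alternatives the median stayed between 0.026 and 0.036. The ERK response median became -0.041 over all genes listed and stayed negative under every alternative run. The 1 MAPK list gene raised 2-fold became 3 at 1.5-fold, 0 with Reactome gene sets, and 12 with a pseudocount of 0.001 and all genes listed. Of 55 values of the other lists 4 moved, all of the histone list, and 4 changed sign. Of 90 values of 30 named genes 14 moved and 0 reversed.

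Not run, since the deposited values are not counts: library-scaled counts, edgeR TMM scaling, the edgeR exact test with an assumed variation, the stricter threshold and the wider gene set of the planned read test, and DESeq2 size factors. Depth limits the low genes: in PBS 1 read is worth 0.0176 FPKM in a transcript of 1 kb and in oxalate 0.0275, so a gene at a few reads can change 2-fold by 1 read.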

Differences from the paper's values

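The paper's number of differentially expressed genes is 959, against 67 genes changed at least 2-fold here. None of the alternatives set before the data were examined closed the gap: they gave 97 (pseudocount 0.1), 100 (pseudocount 0.001), 67 (rescaled), 69 (all genes listed), 49 (mean of at least 5), 204 (1.5-fold), 6 (4-fold) and 63 (without predicted genes). Among settings chosen after the values were seen, 983 genes came from a pseudocount of 0.001, a mean of at least 0.1 and 1.5-fold. With a pseudocount of 0.001, all genes listed and a Fisher exact test on estimated reads, 708 genes (2-fold, unadjusted p under 0.05), 1049 and 719 (1.5-fold, unadjusted p under 0.05 and 0.01) and 798 (1.5-fold, adjusted p under 0.05) fell within 1.5 times the paper's number. With exon-union lengths the same held at 2-fold for 1069, 761 and 916 genes (unadjusted p under 0.05 and 0.01, and adjusted p under 0.05). At 1.5-fold it held for 1100, 1290 and 922 (unadjusted p under 0.01, and adjusted p under 0.05 and 0.01). Read totals from exon-union lengths exceeded the estimated depth of both libraries. The other settings chosen then gave 1959, 2717, 1483, 617, 519, 460, 431 and 296 genes. With so many settings tried, some fall near any number, and none is known to be the authors' own.

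For the MAPK signaling pathway the paper shows about 15 genes in Fig. 5E, read by eye, against 2 genes of the hand-written list changed at least 2-fold, 1 raised and 1 lowered. No alternative set before the data were examined reached the paper's number, the nearest being 4 genes changed at 1.5-fold, of which 3 were raised. With a pseudocount of 0.001 and all genes listed, a setting chosen after the values were seen, 12 genes were raised, within 1.5 times the paper's number, and 29 changed either way. The hand-written list is not the KEGG list.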

Other observations

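All tests here were chosen after the patterns had been seen; the outcomes of those of GC content for the mitochondrial genes and the MAPK list were not yet known then.

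Over all genes listed with a pseudocount of 0.001, 1956 of the 21848 genes with a known length changed at least 2-fold. Libraries simulated from 1 set of rates at the estimated depths gave 919 on average and 971 at most. Rates taken from the observed values give a gene listed at 0 in both libraries a rate of 0. The simulated numbers for the lowest genes are therefore likely too low, and part of the gap may come from this. Between a mean FPKM of 0 and 0.1, where this limit applies most, there were 1527 changed genes against 825 simulated. From 0.1 to 1 there were 329 against 93.6, and from 5 to 20 there were 37 against 0. Above the lowest genes, sampling of few reads alone thus gave part of the number and not the whole. Of the 12 MAPK list genes raised under this setting, 11 had a mean FPKM under 1 and 7 were listed at 0 with PBS. Random lists matched on mean expression held 9.41 raised genes on average. In the simulated pairs 5.61 genes of the MAPK list were raised on average and 10 at most. These numbers are likely too low as well, for the same reason.

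More genes were listed at 0 only with oxalate (882) than only with PBS (457). The observed ratio over the genes with a known length was 1.93, and the lower depth of the oxalate library alone gave 1.75 on average in the simulated pairs, from 1.34 to 2.33. The ratio therefore lay within what depth alone gave. Both numbers exceeded the simulated 329 and 189. Genes listed at 0 in both libraries cannot gain reads in such draws, so the simulated numbers are likely too low.

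Across genes with a mean FPKM of at least 5, the log2 fold change rose slightly with GC content, from a median of -0.069 in the lowest of 10 bins to 0.025 in the highest (Spearman 0.219 across genes, which are not independent replicates). Of the 13 mitochondrially encoded genes 12 were lower with oxalate, with a median of -0.053. This was at percentile 16.3 of random lists matched on mean expression, so the genes did not stand apart. After the GC trend was taken away their median was 0.025, at percentile 98.1, further from the random lists than before, so the correction does not settle the direction. The GC content and length of the MAPK list bear on its median too: it lay at percentile 92.9 of random lists matched on both, above the limit of percentile 90 that was set before the test and within the central 95% of those lists. By that limit the trend would not be the whole cause. Since the value lies within the range of random lists, it was decided after seeing it to leave open whether the trend or a shift of the list is behind the median.

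Among the other lists, the histone (0.12, percentile 99.8), hypoxia (0.054, percentile 99.3) and NRF2 (0.046, percentile 98.6) medians lay highest among random lists matched on mean expression. Matched on GC content and length, they lay at percentiles 99.98, 96.8 and 96.7. Of the 27 histone genes with a mean FPKM of at least 1, 3 had a mean of at least 5, and many are near-identical copies, so their values are uncertain. The medians of the remaining lists were 0.0091 for NF-kB, 0.0031 for p53, 0.0051 for cholesterol, 0.032 for oxalate metabolism, -0.016 for interferon, -0.024 for ATF4 and -0.058 for the 2 factors of Fig. 3G above the filter. Matched on GC content and length, these remaining lists lay between percentiles 7.5 (ATF4) and 80.4 (NF-kB).

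Some genes belong to claims the paper makes for other cells or tissues. In 4T1 cells Hao1 was at 0.13 FPKM with PBS and 0.09 with oxalate, Tlr3 at 16.52 and 22.79, and Irf3 at 26.47 and 28.13. Of the factors of Fig. 3G, Ptgs2 was at 485.92 and 497.06 FPKM and Mmp9 at 147.47 and 132.86. Il1b (0.16 and 0.47), Tnf (0.07 and 0.25) and Il6 (0.07 and 0.11) were near the floor, at an estimated 12 and 23, 6 and 14, and 5 and 5 reads. The exact 95% interval of the log2 ratio, which covers counting error only, ran from 0.52 to 2.72 for Il1b and from 0.40 to 3.53 for Tnf, both above 0, and from -1.48 to 2.76 for Il6. S100a8 was at 0.29 with PBS and listed at 0 with oxalate, and Prok2 and S100a9 were listed at 0 in both. Gstp1, a paralog of Gstp2 named after its values were seen, had 145.1 and 145.23 FPKM.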
